# Traumatic brain injury results in unique microglial and astrocyte transcriptomes enriched for type I interferon response

**DOI:** 10.1186/s12974-021-02197-w

**Published:** 2021-07-05

**Authors:** Brittany P. Todd, Michael S. Chimenti, Zili Luo, Polly J. Ferguson, Alexander G. Bassuk, Elizabeth A. Newell

**Keywords:** Traumatic brain injury, Microglia, Astrocytes, Type I interferon

## Abstract

**Background:**

Traumatic brain injury (TBI) is a leading cause of death and disability that lacks neuroprotective therapies. Following a TBI, secondary injury response pathways are activated and contribute to ongoing neurodegeneration. Microglia and astrocytes are critical neuroimmune modulators with early and persistent reactivity following a TBI. Although histologic glial reactivity is well established, a precise understanding of microglia and astrocyte function following trauma remains unknown.

**Methods:**

Adult male C57BL/6J mice underwent either fluid percussion or sham injury. RNA sequencing of concurrently isolated microglia and astrocytes was conducted 7 days post-injury to evaluate cell-type-specific transcriptional responses to TBI. Dual in situ hybridization and immunofluorescence were used to validate the TBI-induced gene expression changes in microglia and astrocytes and to identify spatial orientation of cells expressing these genes. Comparative analysis was performed between our glial transcriptomes and those from prior reports in mild TBI and other neurologic diseases to determine if severe TBI induces unique states of microglial and astrocyte activation.

**Results:**

Our findings revealed sustained, lineage-specific transcriptional changes in both microglia and astrocytes, with microglia showing a greater transcriptional response than astrocytes at this subacute time point. Microglia and astrocytes showed overlapping enrichment for genes related to type I interferon signaling and MHC class I antigen presentation. The microglia and astrocyte transcriptional response to severe TBI was distinct from prior reports in mild TBI and other neurodegenerative and neuroinflammatory diseases.

**Conclusion:**

Concurrent lineage-specific analysis revealed novel TBI-specific transcriptional changes; these findings highlight the importance of cell-type-specific analysis of glial reactivity following TBI and may assist with the identification of novel, targeted therapies.

## Background

Traumatic brain injury (TBI) is a major public health problem. Annually, over 2.5 million people in the USA require emergency room care due to a TBI, and over 250,000 require hospitalization [1]. TBI is a leading cause of death in children and young adults, resulting in over 50,000 deaths per year [1]. TBI is also a leading cause of disability as individuals that survive often suffer persistent neurologic dysfunction. Following a TBI of any severity, one-third of individuals developed long-term disability, and in patients who required inpatient rehabilitation following their TBI, the majority remained moderate to severely disabled 5 years following injury [2, 3]. Despite the high morbidity and mortality resulting from TBI, there are no neuroprotective therapies available to clinicians, and current treatment is limited to supportive care. Secondary injury response pathways, including neuroinflammation, are triggered at the time of injury and contribute to ongoing neurodegeneration and neurologic dysfunction. Longitudinal experimental and clinical studies following TBI have both clearly demonstrated progressive neurodegeneration and brain atrophy, highlighting the impact of secondary injury processes [4, 5]. Because secondary injury pathways may persist for weeks and months following an injury, a therapeutic window exists during which progressive injury may be able to be prevented. To identify novel therapies that will prevent TBI progression and improve outcomes for patients, neuroinflammation and other secondary injury pathways require ongoing study.

Microglia and astrocytes are critical modulators of the neuroimmune response following TBI. Histologic analysis has revealed early and persistent microglial and astrocyte accumulation and reactivity following trauma [6]. Although histologic glial reactivity following TBI is well established, unanswered questions remain as glia may exist in varied cell states, undetectable by morphologic assessment alone. A further challenge in understanding the specific impacts of glial populations following TBI is the cellular complexity of the central nervous system (CNS). While a traditional approach to studying neuroinflammation has been to evaluate affected tissue for alterations in gene expression, this strategy may be biased toward disease-driven alterations in cellular composition, while changes in a specific population of cells may be masked [7]. The value of lineage-specific over tissue-based gene expression analysis in detecting novel mechanisms of CNS diseases has been repeatedly demonstrated, yet in TBI, studies evaluating glial-specific transcriptional changes are limited [7–9]. To our knowledge, there are two prior reports evaluating microglial and astrocyte-specific transcriptomes following TBI. In the first, the focus was on the acute response to injury with single-cell sequencing done 1 day post-injury [10]. In the second, the transcriptomic response of glia and neurons to mild TBI was assessed 7 days following injury, with unclear applicability to severe TBI [11]. As such, we undertook this study to evaluate the sustained contributions of microglia and astrocytes to neuroprotection and neurotoxicity following severe TBI.

The primary objective of this study was to examine the lineage-specific transcriptional response of microglia and astrocytes following a severe TBI in order to improve our understanding of the molecular mechanisms of the neuroimmune response to TBI. We sought to evaluate the glial response 7 days post-injury in order to focus on sustained processes more likely to contribute to progressive injury following a TBI. We adapted a recently developed method for concurrent glial isolation and performed bulk RNA sequencing from microglia and astrocytes from the ipsilateral forebrain of mice exposed to our experimental TBI model [9]. Sustained, cell-type-specific transcriptional changes in microglia and astrocytes were observed, greater in microglia than in astrocytes. Microglia and astrocytes showed overlapping enrichment for genes related to type I interferon signaling, a pathway understudied in TBI, but increasingly recognized for its role in glial-specific activation during CNS disease. The microglial and astrocyte transcriptional signatures following severe TBI overlapped with but were distinct from glial signatures following mild TBI and other neurologic diseases. These findings add support to the growing literature on diverse glial activation states.

## Methods

### Animals

RNA sequencing studies were conducted on adult, 3–4-month-old, male C57BL/6J mice, bred in-house. Average weight on the day of craniectomy was 27.14 g. For immunohistochemistry studies, adult, 2–3-month-old, male C57BL/6J mice purchased from Jackson Laboratory were used with an average weight of 23.95 g. Mice were housed in the Animal Care Facility at the University of Iowa (Iowa City, IA, USA) under a 12-h light–dark cycle with *ad libitum* access to food and water. After craniectomy and fluid percussion injury (FPI), mice remained singly caged. All procedures performed in this study were in accord with protocols approved by the Institutional Animal Care and Use Committee at the University of Iowa.

### Fluid percussion injury (FPI)

Lateral FPI was performed as previously described [12]. On the day preceding injury, mice underwent craniectomy. Animals were anesthetized with ketamine/xylazine (87 mg/kg ketamine and 12 mg/kg xylazine) via intraperitoneal injection. The head was then mounted in a stereotaxic frame, and a midline incision of the scalp was made for reflection of the skin and exposure of underlying skull. A 3-mm OD handheld trephine (University of Pennsylvania Machine Shop) was used for craniectomy on the left parietal skull bone centered between lambda and bregma sutures and between lateral skull edge and sagittal suture. A modified Luer-Lock hub was placed surrounding the craniectomy site and secured with cyanoacrylate glue. The hub was further secured with methyl-methacrylate dental cement (Jet Acrylic Liquid mixed with Perm Reline/Repair Resin) surrounding the bottom portion of the hub. The hub was filled with sterile saline and closed with a sterile intravenous cap to prevent dural exposure to the environment.

The following day, mice underwent FPI. Pendulum angle of the FPI device was adjusted before each experimental group to achieve a peak pressure between 1.4 and 1.5 atmospheres (atm) when triggered against capped intravenous tubing. For experiments in this study, the pendulum angle varied between 10.2 and 11.5°. Mice received 3% inhaled isoflurane in an induction chamber before being transferred to a nose cone, where the intravenous cap was removed and any air bubbles in the hub were eliminated.

Once deeply anesthetized, mice were connected to the FPI device via 20-inch IV tubing and placed on their right side. The pendulum was released, generating a brief fluid pulse against the exposed dura. A Tektronix digital oscilloscope (TDS460A) was used to measure the duration and peak pressure of the fluid pulse. After injury, mice were placed on their backs, and their righting time was measured as an indicator of injury severity. After righting, mice were re-anesthetized with isoflurane, the Luer-Lock hub was removed, and the skin incision was sutured closed. Mice receiving sham injury underwent identical treatment through connection to the FPI device but were disconnected without triggering of the FPI device. After skin closure, anesthesia was discontinued, and animals were placed in a heated cage until recovered and ambulatory. As we were interested in studying moderate to severe traumatic brain injury, mice were included only if righting reflex was > 5 min [13–15]. Across all studies, the average righting time ± SEM was 6.36 ± 0.32 min, which corresponded to an average peak pressure delivered of 1.36 ± 0.02 ATM.

### Fluorescence-activated cell sorting and RNA extraction from microglia and astrocytes

Seven days after fluid percussion or sham injury, mice were deeply anesthetized with ketamine/xylazine and transcardially perfused with ice-cold PBS. Concurrent brain cell-type acquisition was performed as previously described with slight modifications [9]. Briefly, brains were extracted, and the left forebrains were gently minced into ~ 2-mm pieces with sterile razor blades in 2.5 mL of ice-cold HBSS without Ca^2+^, and without Mg^2+^, containing activated papain and DNase. Brains were incubated at 37° for 15 min, then triturated 4 times with a fire-polished glass Pasteur pipet, and further dissociated with an additional 15 min at 37 °C. After incubation, samples were mixed with ice-cold HBSS+ (HBSS + 0.5% BSA, 2 mM EDTA) and centrifuged at 310 g at 4° for 5 min. After centrifugation, the supernatant was removed, and the pellet was resuspended in 1 mL of HBSS+, transferred to a chilled 2-mL Eppendorf tube, and gently triturated 3 times with a fire-polished pipette. Cells were centrifuged for 15 s at 100 g, and the supernatant (containing dissociated cells) was transferred to a prechilled 15-mL conical tube. This process was repeated 7 times or until most of the cells were dissociated. The suspended cells were then passed through a prewetted 40-μm cell strainer into an ice-cold 50-mL conical tube and centrifuged at 310 g at 4° for 5 min. For myelin removal, the pelleted cells were resuspended in 6 mL of 20% Percoll (diluted in HBSS) and centrifuged at 310 g at 4° for 20 min using a slow deceleration. The myelin layer and supernatant were aspirated, and the pellet was gently washed with 3 mL of HBSS+ to remove any traces of Percoll. The suspended cells were transferred to a glass FACS tube, centrifuged at 310 g at 4° for 5 min, and the resulting pellet was incubated at 4° in 50 μL HBSS+ containing 1 μL of Mouse BD Fc Block (BD Biosciences, 553141) for 5 min. For cell type labeling, 50 μL HBSS+ containing 5 μL ACSA-2-PE (Miltenyi, 130-102-365), 2 μL anti-CD11b-APC (BD, 561690), 0.75 μL CD45-FITC (BD, 561088) was added to the suspended cells and incubated at 4° for an additional 20 min. Prior to FACS sorting, the cells were washed and resuspended in 500 μL HBSS+ with 15 μL of Hoechst for determination of viability.

FACS sorting was performed at 4° on a BD Aria II using the 100-μm nozzle at a PSI of 20. The cells were sorted in 2-mL Eppendorf tubes containing 200 μL HBSS+. The tubes containing HBSS+ were vortexed prior to sorting to optimize the pelleting of sorted cells. After FACS sorting, cells were centrifuged at 900 rpm for 5 min, resuspended in RLT buffer containing 1% BME, and mRNA was extracted using the Qiagen RNAEasy Plus Micro kit (Qiagen, 74034).

### RNA-seq library preparation, sequencing

RNA samples were sent to the University of Minnesota Genomics Center for library preparation and RNA sequencing. RNA quantity and quality were assessed with PicoGreen RNA quantification and Agilent 2100 Bioanalyzer. Sequencing libraries were prepared using the Clontech SMARTer Stranded Total RNA-Seq Kit v2- Pico Input Mammalian Kit following the manufacturer’s recommendations. This kit was chosen due to the ability to work with small-input RNA quantity as is obtained from a single cell type isolated from a single animal and prevented the need for pooling samples. All libraries were sequenced on the NovaSeq S4 2 × 150-bp flow cell.

### Bioinformatics

Bioinformatics analysis was conducted in the Iowa Institute of Human Genetics (IIHG) Bioinformatics Division, at the University of Iowa Carver College of Medicine. Reads were demultiplexed and converted from Illumina BCL format to fastq format using an in-house python wrapper to Illumina’s ‘bcl2fastq’. FASTQ data were processed with ‘bcbio-nextgen’, a best-practice RNA-seq pipeline (available at https://github.com/chapmanb/bcbio-nextgen; version 1.0.8) running on a single 56-core node on the University of Iowa’s HPC cluster “Argon” [16]. Reads were aligned to the ‘mm10’ reference genome (‘mm10’ internally references Ensembl GRCm38.p6 v94 and GENCODE M19 in ‘bcbio-nextgen.py’ version 1.0.8) using the ultra-rapid ‘hisat2’ aligner (version 2.1.0) and allowing ‘soft-clipping’ of read-end mismatches [17]. Concurrently, reads were also quantified against the transcriptome using the ‘salmon’ aligner (version 0.9.1), yielding length-normalized TPM (transcripts per million) [18]. Read and alignment quality control was performed with ‘Qualimap’ and ‘samtools’ operating on the hisat2 alignments [19–21]. Sequencing quality was very good with scores of > Q33 across the forward and reverse reads at almost all base positions. Sequencing depth averaged 31 M read pairs per sample (± 3.25 M). An average of 48% of reads aligned to the genome across all samples (SD = 7%). Per sample, GC content was observed to be biphasic, possibly owing to the known ribosomal contamination that can occur when using the ‘Pico v2’ kit. Our samples had an average of 1.8% ribosomal RNA contamination, lower than the rate reported in the product literature (9–13%). We observed 40% of properly paired and mapped reads mapping to exonic regions (which surpasses the technical literature regarding the Clontech SMARTer stranded total RNA library preparation kit showing just ~ 15% exonic mapping; https://www.takarabio.com/learning-centers/next-generation-sequencing/technical-notes/rna-seq/stranded-libraries-from-picogram-input-total-rna-(v2)). Transcript-level TPM abundances were converted to gene-level estimated counts using the ‘tximport’ package from Bioconductor [22] as described in the “best-practices” DESeq2 vignette (https://bioconductor.org/packages/release/bioc/vignettes/DESeq2/inst/doc/DESeq2.html). Differential gene expression analysis was carried out with ‘DESeq2’ (version 1.24.0) [23]. Genes identified using DESeq2 that featured log_2_FC > 0.6 and adjusted p value < 0.1 (Benjamini-Hochberg method) were considered differentially expressed genes. DEGs were analyzed using iPathwayGuide (Advaita Bioinformatics, https://www.advaitabio.com/ipathwayguide) to detect and predict significantly impacted pathways, biological processes, and molecular interactions. These analyses implement an ‘Impact Analysis’ approach, which considers the direction and type of all signals on a pathway along with the position, role, and type of each gene [24–27]. Hypergeometric tests were performed to compare our TBI microglia and astrocyte gene lists with the previously published mild TBI, DAM, and pan-reactive, A1, and A2 gene lists. Raw and processed data are available at GEO accessions: GSE167459.

### RNAscope in situ hybridization combined with immunohistochemistry

Mice were anesthetized with ketamine/xylazine and perfused with ice-cold saline followed by 4% paraformaldehyde (PFA) 7 days after sham or FPI. Dissected brains were post-fixed in 4% PFA at 4 °C overnight, then cryoprotected in 30% sucrose solution until sinking. Brains were embedded in optimal cutting temperature (OCT) compound by the University of Iowa Central Microscopy Research Facility, and 10-μm coronal sections were prepared.

Frozen sections from the injury epicenter were dried at 40 °C for 30 min and RNAscope for Clec7a (ACD, 532061) and Serpina3n (ACD, 430191) was performed per manufacturer’s instructions. After RNAscope procedure, sections were placed in blocking/extraction solution (0.5% Triton X-100 and 10% goat serum in 1× PBS) for 1 h at room temperature. After blocking, tissues were incubated overnight at 4 °C in rabbit anti-GFAP (1:100; Abcam AB16997) or rabbit anti-Iba1 (1:200; Wako Chemicals 019-17941) primary antibody diluted in blocking/extraction solution. Alexa Fluor-568 or 647-conjugated goat anti-rabbit secondary antibody (Life Technologies) was used at a 1:1000 dilution for 1 h at room temperature. Fluorescently stained tissue slices were imaged using a Zeiss 710 confocal microscope. Confocal images from cortex, corpus callosum, hippocampus, and thalamus were used. ImageJ quantification of GFAP+, IBA1+, GFAP+serpina3n+, and IBA1+clec7A+ cells was performed. Positive cell numbers were counted and divided by area, and data was reported as cells per mm^2^.

### Statistics

Statistical analyses were performed using the Graph-Pad Prism 8.00 software for the histology experiments. Data are presented as mean ± SEM. Two-sample, unpaired *t* tests were used for comparing two groups.

## Results

### Concurrent, FACS isolation of microglia and astrocytes following TBI

Our experimental design is summarized in Fig. 1. To determine the lineage-specific response of microglia and astrocytes following TBI, we subjected adult male mice (n = 5 per group) to lateral fluid percussion or sham injury. 

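Total RNA of sorted microglia and sorted astrocytes was sequenced, with 5 libraries from sham mice and 5 from mice with fluid percussion injury (FPI) for each cell type, 20 libraries in all, 7 days after surgery. FPI drives a pulse of fluid onto the exposed dura, and sham mice go through the surgery without the pulse. The authors prepared libraries with a stranded kit made for picogram amounts of RNA, aligned reads to GRCm38 with hisat2, and also quantified them with salmon, whose estimates went through tximport into DESeq2 for the paper's tests. The values used here are the authors' whole-number counts of reads per gene for 39017 Ensembl identifiers, without normalization. The paper's text does not name the program that counted them. Identifiers were matched to GENCODE M21, which held 37607 of them and 99.81% of the counts. Counts on genes ran from 5623349 to 13110857 per library in sham microglia (median 8188128) and from 6890710 to 8396868 in FPI microglia (median 8054415). In astrocytes they ran from 7998479 to 10917112 in sham mice (median 9300923) and from 6470553 to 10194999 in FPI mice (median 7878739). The mean over the 20 libraries was 8.51 ± 1.64 M counts (SD), while the paper's depth of 31 ± 3.25 M per library is in read pairs, before alignment. Values below rest on the counts. Each cell type was fitted alone with edgeR's quasi-likelihood test after its default filter on low counts and TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at the paper's thresholds, an adjusted p below 0.1 with an absolute log2 fold change above 0.6. Levels are given as CPM, counts scaled to each library's TMM-normalized total. The filter, the tool, the libraries that enter a fit and terms for groups of replicates could each move the counts of called genes. The common biological coefficient of variation was 0.324 in microglia and 0.391 in astrocytes, so the same change was harder to call in astrocytes. The name of FPI astrocyte library 5 carries the suffix of a microglia library and the animal number of FPI astrocyte library 2. Its title, its cell type label and the paper's n of 5 all place it with the astrocytes, where it was kept. The shared number leaves open that FPI astrocyte libraries 2 and 5 come from 1 animal. Astrocyte SDs and p-values below take them as independent unless stated otherwise.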

Fluid percussion injury is a mixed injury model, resulting in both a focal cortical injury as well as diffuse axonal injury. Sustained accumulation and morphological activation of microglia and astrocytes have been demonstrated in areas of focal contusion as well as in areas of diffuse axonal injury [28, 29]. However, limited studies evaluating the lineage-specific, genome-wide transcriptional response of microglia and astrocytes to TBI have been reported [10, 11, 30]. Seven days post-FPI or sham injury, ipsilateral forebrains were harvested. Given the importance of microglial and astrocyte crosstalk and to evaluate their relative contributions to TBI pathophysiology, we performed concurrent microglial and astrocyte isolation and sequencing. Microglia and astrocyte populations were isolated using fluorescence-activated cell sorting. Microglia were identified based on CD11b^+^ and CD45 intermediate expression, whereas astrocytes were identified based on ASCA2 expression (Fig. 1B). RNAseq analysis confirmed enrichment of the intended cell population and depletion of the alternate cell type. 

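Over all 20 libraries, the contrast of microglia against astrocytes, averaged over sham and FPI, called 9683 of 15077 genes, 4079 of them higher in microglia. The microglial markers had log2 fold changes of 10.42 (SE 0.36) for <i>Cx3cr1</i>, 9.90 (SE 0.47) for <i>Itgam</i>, 9.63 (SE 0.37) for <i>Tmem119</i> and 7.71 (SE 0.30) for <i>Cd68</i>, the largest adjusted p of the 4 being 6.23e-14 (edgeR). In sham mice <i>Tmem119</i> stood at 1097 ± 46.2 CPM (SD, n = 5) in microglia and 0.817 ± 0.579 in astrocytes, and <i>Cx3cr1</i> at 3889 ± 517 against 0.758 ± 0.571. In FPI astrocytes <i>Cx3cr1</i> stood at 7.76 ± 4.38 CPM, and <i>Tmem119</i>, which the default filter left out of the test of injury there, at 1.70 ± 1.71. The astrocyte markers went the other way, with log2 fold changes of -6.42 (SE 0.35) for <i>Aqp4</i>, -6.27 (SE 0.34) for <i>Aldh1l1</i> and -4.74 (SE 0.43) for <i>Gfap</i>, the largest adjusted p being 2.03e-09 (edgeR). Sham astrocytes held 937 ± 401 CPM of <i>Aqp4</i> against 7.72 ± 2.93 in sham microglia. <i>Gfap</i>, on chromosome 11 from 102887336 to 102900912 (GRCm38), was the least distinct after injury: FPI microglia held 42.1 ± 35.3 CPM, against 849 ± 284 in FPI astrocytes. Keeping only genes with at least 10 counts in every library left 4515 called genes, since that filter removes genes that are absent from either cell type.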

Microglial markers (*Tmem119, Cx3cr1, Itgam,* and *Cd68*) and astrocyte markers (*Aldh1l1, Aqp4,* and *Gfap*) were uniquely elevated in their corresponding cell type (Fig. 1C).

**Fig. 1:**
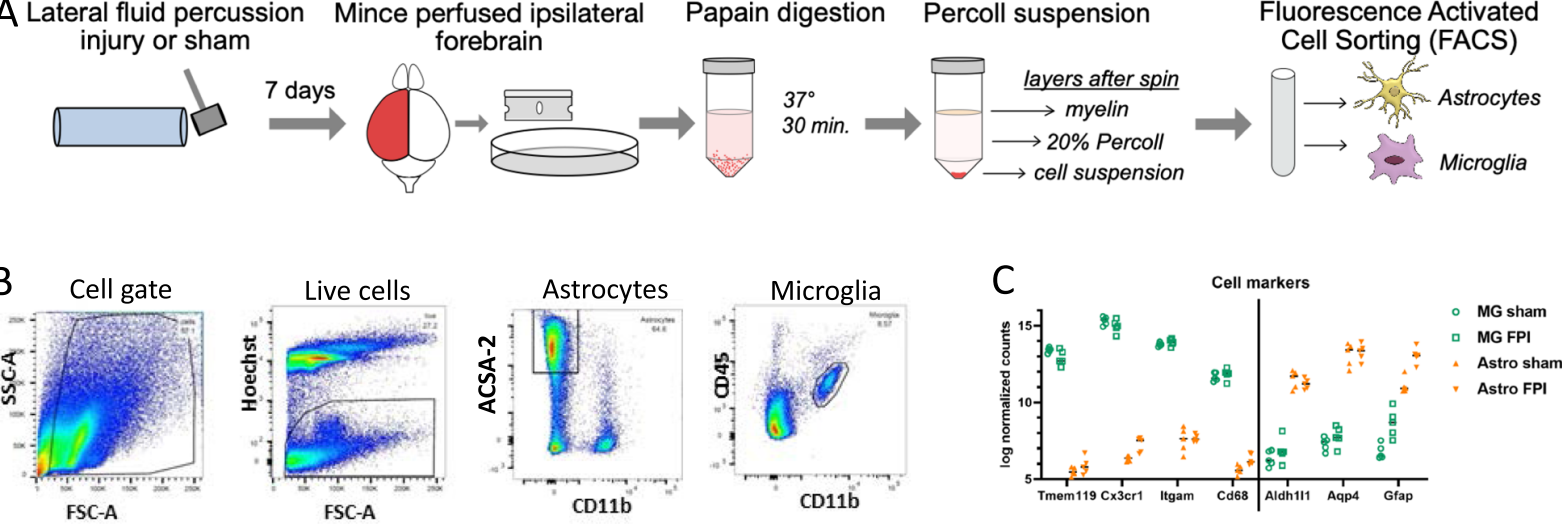
Concurrent FACS isolation of microglia and astrocytes allows for cell-type-specific gene expression analysis following TBI. **A** Schematic of microglia and astrocyte isolation following FPI. **B** Representative FACS gating strategy. **C** RNAseq analysis of expression of cell-type-specific markers confirms enriched microglia and astrocyte populations. *n* = 10 animals per cell type, 5 sham and 5 FPI

### Sustained transcriptional activation of microglia and astrocytes following TBI is greater in microglia

To determine TBI-induced gene changes in microglia and astrocytes, we performed differential expression analysis, treating the two cell types as independent collections of samples and comparing gene expression in FPI and sham samples obtained 7 days post-injury. Analysis revealed a far greater number of genes differentially expressed by microglia compared with astrocytes. 

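The same 20 libraries were also fitted together to test whether the effect of FPI itself differed between the cell types. Of 15077 genes, 30 had an effect of FPI that differed at an adjusted p below 0.1 (edgeR), and 1058 at an unadjusted p below 0.05. The log2 fold change was higher in microglia for 5 of the 30 and higher in astrocytes for 25, which include genes of high level in microglia such as <i>Ctss</i>. DESeq2 gave 190 genes for the same contrast. By the library names 3 animals gave a library of each cell type, which the fit takes as independent. In fits added after the results were seen, without the astrocyte libraries of these animals 69 genes differed, 26 of them among the 30, and without their microglia libraries 8 genes, 7 of them among the 30. Genes whose 5 FPI libraries all lay above or all lay below the 5 sham libraries made up 3.22% of those tested in microglia (256 above, 135 below) and 0.677% in astrocytes (67 above, 26 below), where chance gives 0.794%. Of the 285 genes with the smallest p in microglia replicates 1 to 3 alone, 223 could also be tested in microglia replicates 4 and 5 and in astrocytes. In the direction of the first 3 replicates, their median log2 fold change was 0.50 in microglia replicates 4 and 5 and 0.13 in astrocytes. These genes were picked on microglia, so they do not show how strongly astrocytes respond in other genes.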

There were 18,093 genes with measured expression in microglial samples. We identified 518 genes with differential expression between TBI and sham microglia; of these, 407 were upregulated and 111 were downregulated (adjusted p value < 0.1 and log_2_FC > 0.6) (Fig. 2A). 

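In the microglia libraries 20485 genes had at least 1 read, and 12143 genes passed the filter on low counts. Of these, 285 were called between FPI and sham microglia, 259 higher and 26 lower after FPI. Without the minimum fold change 370 genes had an adjusted p below 0.1 (edgeR), and 1377 had an unadjusted p below 0.05, 907 of them higher. The 5 FPI libraries did not overlap the 5 sham libraries in 177 of the 285 called genes. The alternative that moved the count most fitted all 20 libraries with a shared estimate of the spread and called 121 genes, 84 of them among the 285. Leaving out sham library 2 or FPI library 2 gave 177 genes, and leaving out FPI library 3 gave 423.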

Astrocyte samples had 19,122 genes with measured expression. Fifty-five genes were differentially expressed between TBI and sham: 50 were upregulated, and 5 were downregulated (adjusted p value < 0.1 and log_2_FC > 0.6) (Fig. 2B). 

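At least 1 read was counted on 22690 genes in the astrocyte libraries, and 13741 genes were tested. The only called gene was <i>Ctss</i> (ENSMUSG00000038642), which encodes cathepsin S and lies on chromosome 3 from 95526786 to 95556403 of GRCm38. It rose from 1.15 ± 0.889 CPM in sham to 26.3 ± 14.2 in FPI astrocytes (SD, n = 5), a log2 fold change of 4.52 (SE 0.60, adjusted p = 0.0798, edgeR). The rise amounts to 0.396% of the gene's level in FPI microglia, which a small admixture of microglial RNA would bring. With each library left out in turn it stayed called in 3 of 10 fits. No gene was called lower. At an unadjusted p below 0.05 there were 319 genes, 216 of them higher after FPI. The count depended on the setting: DESeq2 called 39 genes, all higher, and the fit of all 20 libraries called 53, of which 52 were higher. Keeping every gene with at least 1 count gave 9 genes, and a block for the replicate number gave 11. A term for replicates 4 and 5, added after the results were seen, gave 6, with <i>C4b</i> and <i>Oasl2</i> among them. Each fit that left out 1 library gave between 0 and 3.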

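In microglia 47 genes had an adjusted p below 0.001 (edgeR), against 0 in astrocytes, where 319 genes reached an unadjusted p below 0.05. Among the called microglial genes, 138 changed by more than 1 on the log2 scale and 55 by more than 2. The smallest adjusted p was 7.88e-06 (edgeR), for <i>Axl</i> (ENSMUSG00000002602) on chromosome 7 from 25757273 to 25788705 of GRCm38. This receptor tyrosine kinase gene rose from 46.1 ± 13.6 to 256 ± 73.7 CPM (SD, n = 5), a log2 fold change of 2.48 (SE 0.22). Sham library 2 stood apart at 22.7 CPM, below the 48.2 to 57.0 of the other sham libraries. Over all tested genes the SD of the log2 fold change was 0.48 in microglia and 0.37 in astrocytes.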

Beyond an overall greater number of differentially expressed genes (DEGs) following TBI, microglia also showed a greater number of genes that were more highly significant and had a greater fold change compared with astrocytes (Fig. 2A, B).

**Fig. 2:**
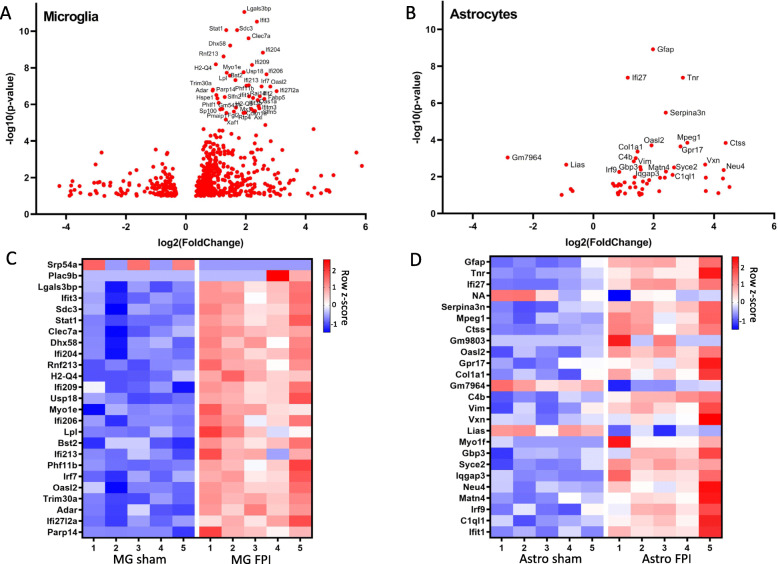
Microglia and astrocytes demonstrate sustained transcriptional activation following TBI, with far greater response seen in microglia. **A** Volcano plot showing the fold change of genes (log2 scale) between FPI and sham microglia and their significance. Genes included met criteria of adjusted *p* value < 0.1, log_2_FC > 0.6 from DESeq2 analysis. **B** Volcano plot showing the fold change of genes (log2 scale) between FPI and sham astrocytes and their significance. Genes included met criteria of adjusted *p* value < 0.1, log_2_FC > 0.6 from DESeq2 analysis. **C** Heatmap of top 25 differentially expressed genes by adjusted p value in microglia following FPI. **D** Heatmap of top 25 differentially expressed genes by adjusted *p* value in astrocytes following FPI. n=5 animals per condition

We analyzed in detail the top twenty-five DEGs by p value in both cell types (Fig. 2C, D). In microglia, many of the top 25 DEGs are in the type I interferon pathway (*Ifit3, Stat1, Ifi204, H2-Q4, Ifi209, Usp18, Ifi206, Ifi213, Irf7, Oasl2,* and *Ifi27l2a*) and several others were previously associated with microglial activation in the setting of neurodegeneration (*Lgals3bp, Clec7a,* and *Lpl*) (Fig. 2C). 

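Of the 25 genes shown in Fig. 2C, 24 were tested and 23 were called, each with all 5 FPI libraries above all 5 sham libraries. The 11 interferon pathway genes were all called, with log2 fold changes of up to 3.15. <i>Ifi204</i> ranked second of all genes and rose from 20.3 ± 6.69 to 112 ± 30.3 CPM (SD, n = 5; log2 fold change 2.47, SE 0.24, adjusted p = 1.47e-05, edgeR). It belongs to a cluster of near-identical genes with <i>Ifi206</i>, <i>Ifi209</i> and <i>Ifi213</i>, among which the counting could have split reads. <i>Irf7</i> and <i>Oasl2</i> rose by 2.85 (SE 0.34) and 3.00 (SE 0.33) on the log2 scale. In <i>Ifi27l2a</i> (log2 fold change 3.15, SE 0.44), FPI library 5 reached 66.8 CPM against 17.8 to 30.8 in the other FPI libraries. The genes linked with neurodegeneration included <i>Lgals3bp</i>, from 184 ± 50.4 to 706 ± 179 CPM, and <i>Lpl</i>, from 13.2 ± 4.56 to 124 ± 84.7 CPM, with log2 fold changes of 1.94 (SE 0.20) and 3.22 (SE 0.37). The exception among the 24 was <i>Srp54a</i>, at 14.9 ± 5.09 CPM in sham and 12.3 ± 6.88 in FPI microglia (log2 fold change -0.28, adjusted p = 0.866, edgeR). <i>Plac9b</i> had no counts in microglia.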

In astrocytes, several of the top 25 DEGs have been recognized as indicators of astrocyte activation (*Gfap, Serpina3n,* and *Vim*). 

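<i>Gfap</i> (ENSMUSG00000020932) rose from 215 ± 108.7 CPM in sham to 848 ± 284 in FPI astrocytes (SD, n = 5), a log2 fold change of 1.98 (SE 0.34) with an adjusted p of 0.151 (edgeR). Sham library 5, at 405 CPM, lay far above the other sham libraries at 144 to 200 CPM, and without it the log2 fold change of <i>Gfap</i> was 2.34 and the gene was called. <i>Vim</i>, which encodes the intermediate filament vimentin, went from 117 ± 52.8 to 277 ± 108 CPM, a log2 fold change of 1.24 (SE 0.32, adjusted p = 0.999, edgeR). DESeq2 called both genes, with adjusted p-values of 9.20e-06 and 0.0992. With every gene of at least 1 count kept, and with a term for replicates 4 and 5 added after the results were seen, <i>Gfap</i> had adjusted p-values of 0.0568 and 0.0450 (edgeR). RLE factors, a filter at 10 counts in every library and robust empirical Bayes called neither gene. A block for the replicate number, which was not taken as a pairing of the libraries, called both. Of the 24 genes read from Fig. 2D, 19 were tested and 17 of these were higher after FPI with an unadjusted p below 0.05. <i>Ctss</i> alone was called in the reported fit. The 2 exceptions were <i>Gm7964</i> and <i>Lias</i>, with log2 fold changes of -0.088 and -0.32. <i>Tnr</i> and <i>Gpr17</i>, with log2 fold changes of 2.88 (SE 0.63) and 4.14 (SE 0.97), owed much of their mean to FPI library 5, which held 126 CPM of <i>Tnr</i> against 15.8 to 24.5 in the other FPI libraries and 203 CPM of <i>Gpr17</i> against 8.39 to 20.1. <i>Mpeg1</i>, expressed by microglia, rose from 0.584 ± 0.403 to 12.1 ± 8.56 CPM and was called with DESeq2 (adjusted p = 1.09e-07).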

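The 4 interferon pathway genes named here were all higher in FPI astrocytes. <i>Ifi27</i> went from 14.6 ± 0.981 to 30.4 ± 5.86 CPM (SD, n = 5), a log2 fold change of 1.06 (SE 0.17, adjusted p = 0.151, edgeR). <i>Oasl2</i> had a log2 fold change of 1.77 (SE 0.30) and <i>Ifit1</i> of 1.92 (SE 0.34), with adjusted p-values of 0.151 and 0.161 (edgeR). FPI library 5 held 48.7 CPM of <i>Oasl2</i>, against 18.0 to 25.9 in the other FPI libraries. <i>Irf9</i> rose from 13.1 ± 2.93 to 25.4 ± 9.73 CPM with an unadjusted p below 0.05 and an adjusted p of 0.999 (edgeR). In <i>Ifi27</i>, <i>Oasl2</i> and <i>Ifit1</i> every FPI library lay above every sham library. The complement gene <i>C4b</i> (ENSMUSG00000073418), on chromosome 17 from 34728380 to 34743882 of GRCm38, went from 118 ± 32.1 to 311 ± 76.4 CPM (log2 fold change 1.39, SE 0.24, adjusted p = 0.151, edgeR). <i>C1ql1</i> fell under the filter, with 17 reads in the sham and 103 in the FPI libraries. DESeq2 called <i>Ifi27</i>, <i>Oasl2</i>, <i>Ifit1</i> and <i>C4b</i>, and did not call <i>Irf9</i>.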

Type I interferon pathway genes (*Ifi27, Oasl2, Irf9,* and *Ifit1*) and complement pathway genes (*C4b* and *C1ql1*) were also amongst the most significantly altered astrocyte genes following FPI (Fig. 2D).

### Validation and spatial orientation of microglia- and astrocyte-specific genes following TBI

We sought to validate the TBI-induced gene expression changes in microglia and astrocytes and to identify spatial orientation of cells expressing these genes using in situ hybridization. In microglia, our RNAseq data demonstrated *Clec7a* was one of the most differentially expressed genes following FPI (log_2_FC 2.1, adj. p 2.46e–10) (Fig. 2C). 

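<i>Clec7a</i> (ENSMUSG00000079293), which encodes the receptor dectin-1, lies on chromosome 6 from 129461591 to 129472779 of GRCm38. Its level was 29.3 ± 11.9 CPM in sham and 119.4 ± 22.8 in FPI microglia (SD, n = 5), a log2 fold change of 2.04 (SE 0.24, adjusted p = 6.00e-05, edgeR). It ranked 10 of 12143 genes by p-value. Every FPI library lay above every sham library, and with each library left out in turn the log2 fold change stayed between 1.85 and 2.20 and the gene stayed called in 10 of 10 fits. DESeq2 gave an adjusted p of 4.36e-14, and keeping every gene with at least 1 count gave 8.45e-16 (edgeR). RLE factors, a filter at 10 counts in every library, robust empirical Bayes and a block for the replicate number gave 1.88e-05 to 1.42e-04 (edgeR). In astrocytes <i>Clec7a</i> fell under the filter on low counts, with 3 reads in the sham libraries and 43 in the FPI libraries.

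**Figure D1:**
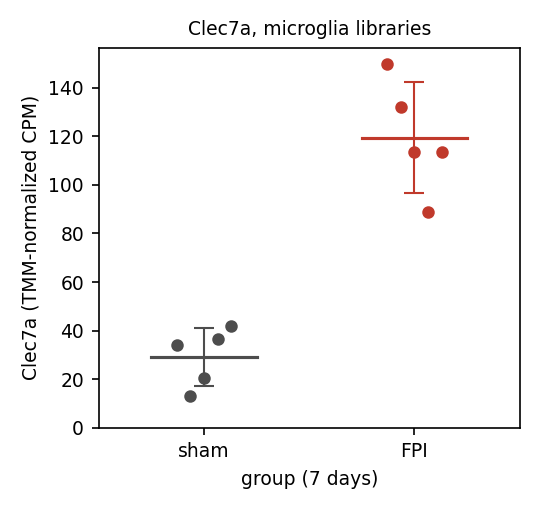
Level of Clec7a in each microglia library, in CPM, by group 7 days after surgery. Points are libraries, bars the mean and whiskers the SD of 5 libraries; sham libraries lie between 13.3 and 41.9 CPM and FPI libraries between 88.7 and 149.6 CPM.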

In astrocytes, our RNAseq data demonstrated *Serpina3n* was one of the most differentially expressed genes following FPI (log_2_FC 2.4, adj. p 3.31e–6) (Fig. 2D). 

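<i>Serpina3n</i> (ENSMUSG00000021091), a gene for a serine protease inhibitor, lies on chromosome 12 from 104406729 to 104414329 of GRCm38 in a cluster of close paralogs, so its counts depend on how shared reads were assigned. It rose from 22.0 ± 12.5 CPM in sham to 113 ± 52.0 in FPI astrocytes (SD, n = 5), a log2 fold change of 2.37 (SE 0.42, adjusted p = 0.161, edgeR). Each FPI library lay above each sham library. The adjusted p depended on the setting: it was 2.44e-05 with DESeq2 and 0.0568 (edgeR) with every gene of at least 1 count kept, while RLE factors, a filter at 10 counts in every library and robust empirical Bayes gave 0.179 to 0.210 (edgeR). A block for the replicate number, which was not taken as a pairing of the libraries, gave 0.0131 (edgeR). A term for replicates 4 and 5, added after the results were seen, gave 0.00916 (edgeR). The log2 fold change ran from 2.04 to 2.64 over the 10 fits that each left out 1 library, and none of them called the gene. Microglia held 7 reads of it in the sham and 107 in the FPI libraries, and the default filter left it out of the reported fit there. DESeq2 (log2 fold change 4.18, adjusted p = 0.0115) and edgeR with every gene of at least 1 count kept called it higher in FPI microglia. The rise there, 2.54 CPM, was 1.94 times what the estimated share of astrocyte RNA would bring. It was smaller than the SD of the FPI libraries, 3.68 CPM, so astrocyte RNA and a rise in microglia cannot be told apart.

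**Figure D2:**
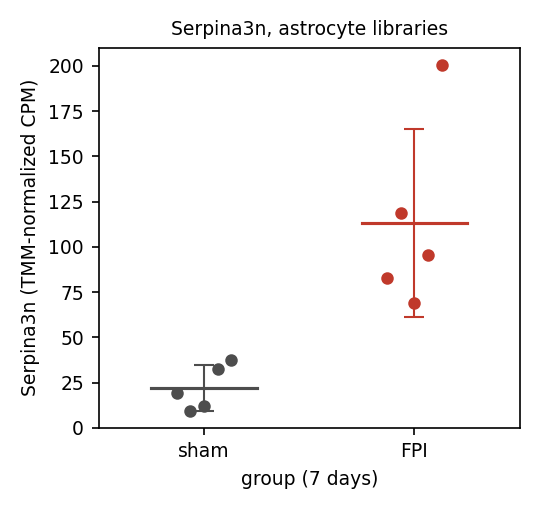
Level of Serpina3n in each astrocyte library, in CPM, by group 7 days after surgery. Points are libraries, bars the mean and whiskers the SD of 5 libraries; sham libraries lie between 9.04 and 37.2 CPM and FPI libraries between 69.2 and 200.4 CPM.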

Staining for IBA1, a cell surface marker on microglia and macrophages, and GFAP, an intermediate filament expressed by astrocytes, we demonstrated increased accumulation of microglia and astrocytes in the perilesional cortex and underlying hippocampus, as well as in areas susceptible to diffuse axonal injury, the corpus callosum, and thalamus (Figs. 3E–H, 4E–H). We combined fluorescent in situ hybridization with immunofluorescence to evaluate cell-type-specific gene expression following FPI. In agreement with our RNAseq data, we found FPI-induced microglial expression of *Clec7a* and astrocyte expression of *Serpina3n* (Figs. 3I–L, 4I–L). Neither *Clec7a* nor *Serpina3n* were detectable in sham subjects. TBI-induced upregulation was seen in all four regions analyzed, although *Clec7a* microglial expression was greatest in the perilesional cortex and corpus callosum (*Clec7a*+IBA1+DAPI+ cells in the cortex: 472.2 cells/mm^2^; corpus callosum: 695.7 cells/mm^2^; hippocampus: 191.8 cells/mm^2^; thalamus: 199.2 cells/mm^2^), whereas *Serpina3n* astrocytic expression was greatest in the corpus callosum and hippocampus (*Serpina3n*+GFAP+DAPI+ cells in cortex: 365.2 cells/mm^2^; corpus callosum: 909.2 cells/mm^2^; hippocampus: 512.8 cells/mm^2^; thalamus: 380.0 cells/mm^2^). Notably, there was some *Serpina3n* staining that did not co-localize with GFAP. Consistent with our microglial RNAseq data, this also did not co-localize with IBA1. Neurons and oligodendrocytes have both been demonstrated to upregulate *Serpina3n* expression in the setting of CNS injury, making it likely that these cell types account for the *Serpina3n* expression that did not co-localize with GFAP in our experiments [31, 32]. Overall, the data obtained from our combined fluorescent in situ hybridization and immunofluorescence experiments validated the lineage-specific gene expression changes detected by RNAseq and provided information on the spatial distribution of the genes examined.

**Fig. 3:**
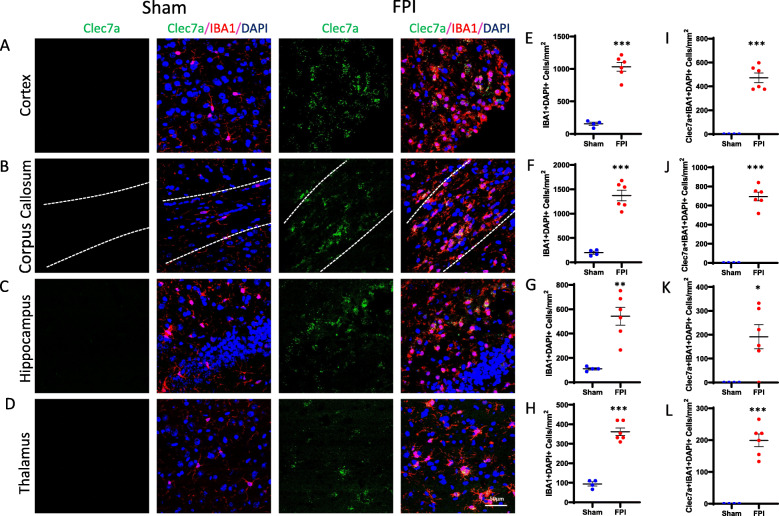
Validation of TBI-induced gene expression in microglia by dual in situ hybridization and immunofluorescence. **A–D**. Representative confocal images demonstrating TBI-induced, microglial *Clec7a* expression. Seven days post-FPI, *Clec7a* co-localized with microglial marker, IBA1 in **A** cortex, **B** corpus callosum, **C** hippocampus, and **D** thalamus (Scale bar, 50 um). **E**–**L** Quantification of number of IBA1+ microglia, and IBA1+ cells expressing *Clec7a* in sham vs FPI mice in **E**, **I** cortex; **F, J** corpus callosum; **G**, **K** hippocampus; and **H**, **L** thalamus. Error bars depict mean ± SEM. Statistical analysis performed by two-sample, unpaired *t* tests. ***p < 0.001; *p < 0.05. *n* = 4 sham, 6 FPI mice

**Fig. 4:**
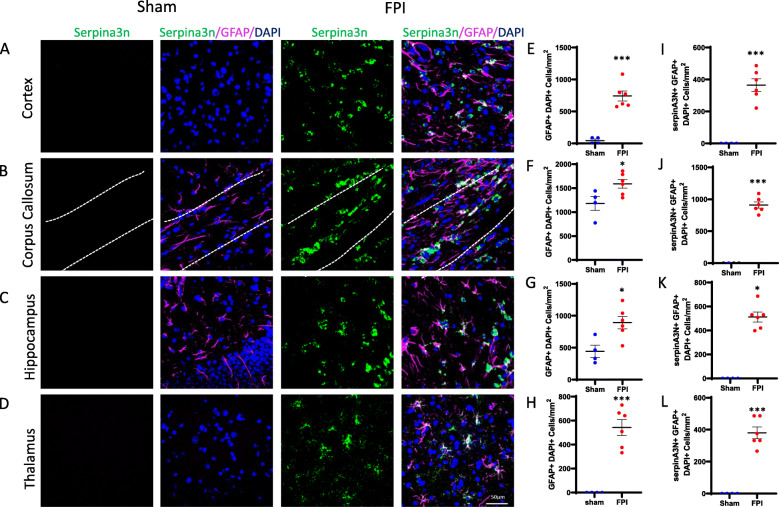
Validation of TBI-induced gene expression in astrocytes by dual in situ hybridization and immunofluorescence. **A**–**D** Representative confocal images demonstrating TBI-induced, astrocyte *Serpina3n* expression. Seven days post-FPI, *Serpina3n* expression co-localized with astrocyte marker, GFAP in **A** cortex, **B** corpus callosum, **C** hippocampus, and **D** thalamus (Scale bar, 50 um). **E**–**L** Quantification of number of GFAP+ astrocytes, and GFAP+ cells expressing *Serpina3n* in sham vs FPI mice in **E**, **I** cortex; **F**, **J** corpus callosum; **G**, **K** hippocampus; and **H**, **L** thalamus. Error bars depict mean ± SEM. Statistical analysis performed by two-sample, unpaired *t* tests. ***p < 0.001; **p < 0.01. n = 4 sham, 6 FPI mice

### Gene ontology analysis of differentially expressed genes revealed overlapping enrichment of type I interferon response and MHC class I antigen presentation in microglia and astrocytes

To better understand the function of TBI-induced gene changes in microglia and astrocytes, gene ontology (GO) enrichment analysis was performed. 

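A list of 98 interferon response genes, written down before the counts were read, had 91 genes tested in microglia. Of these, 41 were among the 259 genes called higher in FPI microglia, where 1.94 would be drawn by chance (one-sided hypergeometric test, which is Fisher's exact test, against the 12143 tested genes, p = 6.34e-45). The list moved as a whole: 81 genes were higher and 10 lower, the median log2 fold change was 0.64, and 58 genes rose at an adjusted p below 0.1 adjusted over the list alone. The limma tests fry and camera allow for correlation between genes, and camera was run with an estimated one. Over 9 sets fry gave an adjusted p = 2.96e-04 and camera an adjusted p = 0.00135. Of the 98 genes, 43 also stand in Figs. 2C, 2D, 6A or 7, which the authors drew from these libraries. Of the 48 tested genes outside those figures, 8 were called. The most divergent setting, the fit of all 20 libraries, left 20 list genes called (Fisher's exact test, p = 2.67e-25).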

GO analysis of TBI microglial genes revealed significant enrichment of genes related to viral defense response and response to interferon beta signaling. MHC class I antigen processing and presentation pathways were also significantly enriched (Fig. 5A). 

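The list of MHC class I processing and presentation, 24 genes all tested in microglia, had 12 among the genes called higher after FPI, against 0.512 by chance (one-sided Fisher's exact test, p = 1.48e-14). Of the 24 genes, 21 were higher and 3 lower, 15 with an unadjusted p below 0.05, and 15 adjusted over the list alone. The median log2 fold change was 0.61. In limma the list had an adjusted p = 0.00143 with fry and an adjusted p = 0.00636 with camera. The list shares 8 genes with the other lists used here and 13 with the figures drawn from these libraries. Of its 11 tested genes outside those figures, 1 was called.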

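In astrocytes 80 of the 98 interferon response genes were tested and 0 were called, so Fisher's exact test had nothing to count (p = 1). At an unadjusted p below 0.05, 24 of the 80 were higher, and 21 adjusted over the list alone. In all, 70 rose and 10 fell after FPI, with a median log2 fold change of 0.53. As a set the list rose, with an adjusted p = 0.0271 in limma's fry and an adjusted p = 0.0108 in camera. With DESeq2, 6 genes of the list were called (Fisher's exact test, p = 4.82e-08). The same number was called in the fit of all 20 libraries (Fisher's exact test, p = 8.08e-07). For the MHC class I list, 0 of 21 genes were called in astrocytes and 6 were higher at an unadjusted p below 0.05 (5 adjusted over the list alone), with an adjusted p = 0.0322 in limma's fry and an adjusted p = 0.0245 in camera.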

In astrocytes, GO analysis revealed significantly enriched immune responses, again including defense response to virus and response to interferon beta (Fig. 5B).

**Fig. 5:**
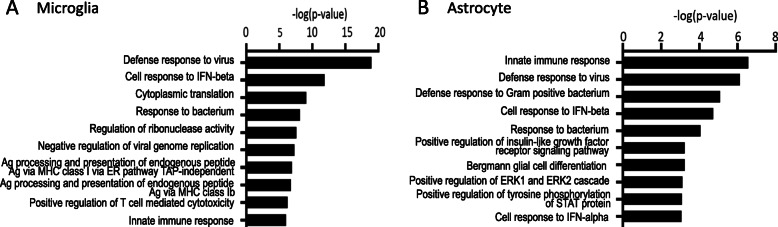
Microglia and astrocytes show increased immune responses following TBI. Gene ontology enrichment analysis of biological process showing top 10 processes by p value in **A** microglia and **B** astrocytes using iPathwayGuide p value elimination pruning

To more closely evaluate potential glial crosstalk and processes that may be amplified through dual enrichment in both microglia and astrocytes, iPathwayGuide was used to perform a meta-analysis of the FPI-induced microglia and astrocyte transcriptomes. 

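No gene was called higher after FPI in both cell types, while 60 genes rose in both at an unadjusted p below 0.05 among the 11031 tested in both. DESeq2 called 12 genes in both: <i>C3</i>, <i>C4b</i>, <i>Ccl6</i>, <i>Gfap</i>, <i>Ifit1</i>, <i>Ifit3</i>, <i>Oasl2</i>, <i>Rtp4</i>, <i>Serpina3n</i>, <i>Siglec1</i>, <i>Usp18</i> and <i>Vim</i>. The 14 genes legible in Fig. 6A were higher in each cell type, which is not independent evidence since they were chosen on these libraries. In microglia 13 of them were called, and in astrocytes all 14 had an unadjusted p below 0.05 and none was called. The exception in microglia was <i>Ifi27</i>, at 11.2 ± 1.90 CPM in sham and 16.1 ± 6.61 in FPI libraries (SD, n = 5; log2 fold change 0.53, SE 0.31, adjusted p = 0.586, edgeR). The log2 fold change of <i>Rtp4</i> was 1.85 (SE 0.31) in microglia and 1.60 (SE 0.35) in astrocytes, that of <i>Stat2</i> 1.00 (SE 0.14) and 0.60 (SE 0.15), and that of <i>Ifit3</i> 2.46 (SE 0.29) and 1.27 (SE 0.30). In astrocytes <i>Usp18</i> stood at 19.2 CPM in FPI library 5 and at 5.47 to 6.83 CPM in the other FPI libraries. <i>Gfap</i>, <i>Vim</i> and <i>C4b</i> also rose in the microglia libraries, by 2.78 (SE 0.55), 1.46 (SE 0.31) and 2.01 (SE 0.30) on the log2 scale. For all genes tested in both, the log2 fold changes of the cell types had a correlation of 0.160 across genes, which are not independent replicates.

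**Figure D3:**
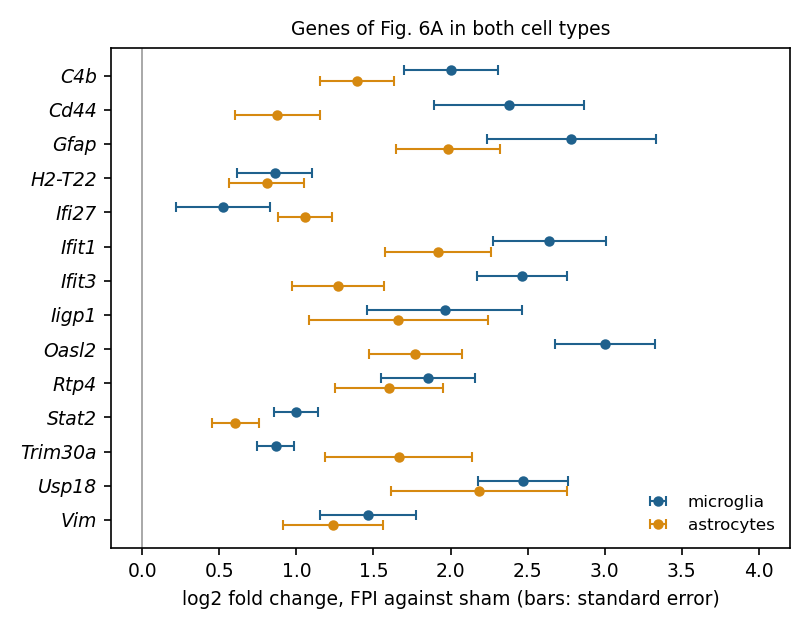
Log2 fold change, FPI against sham, of the genes of Fig. 6A in microglia and in astrocytes, on a linear axis. Points are the fitted values from 5 sham and 5 FPI libraries and bars their standard errors. All 14 genes, which the authors chose on these libraries, lie above 0 in both cell types.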

Between the two cell types, there were 15 genes that were upregulated in both cell types, with 6 of the overlapping 15 genes induced by type I interferons (*Ifit1, Ifit3, Ifi27, Oasl2, Rtp4,* and *Stat2*) (Fig. 6A). Upon meta-analysis of the biologic processes upregulated in both microglia and astrocytes, immune responses were highly significant (Fig. 6B). Specific processes that showed the most significant upregulation in both cell types included defense response to virus, responses to interferon beta and alpha, and antigen processing and presentation of endogenous peptide antigen via MHC class I (Fig. 6B).

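Each library was given a score for the interferon response list, the mean log2 CPM of the list's tested genes. In microglia it was 4.42 ± 0.15 in sham and 5.33 ± 0.16 in FPI libraries (SD, n = 5), and all 5 FPI libraries lay above all 5 sham libraries (two-sided exact permutation test, p = 0.00794, the smallest that 5 against 5 allow). Astrocytes scored 3.25 ± 0.37 in sham and 3.84 ± 0.44 in FPI libraries, 4 of the 5 FPI libraries lying above every sham library (exact permutation test, p = 0.0476). Sham microglia library 2, at 4.15, lay below the other sham microglia libraries, at 4.46 to 4.52. The MHC class I list scored 6.16 ± 0.14 and 6.90 ± 0.22 in sham and FPI microglia, and 3.98 ± 0.26 and 4.50 ± 0.28 in astrocytes (exact permutation test, p = 0.00794 and p = 0.0238). Whether the lists responded differently in the cell types was tested with limma's fry on the interaction, which gave an adjusted p = 0.513 for the interferon response list and an adjusted p = 0.594 for the MHC class I list. Over the 78 interferon response genes tested in both, the median log2 fold change was 0.62 in microglia and 0.56 in astrocytes, and the median standard error 0.20 and 0.33.

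**Figure D4:**
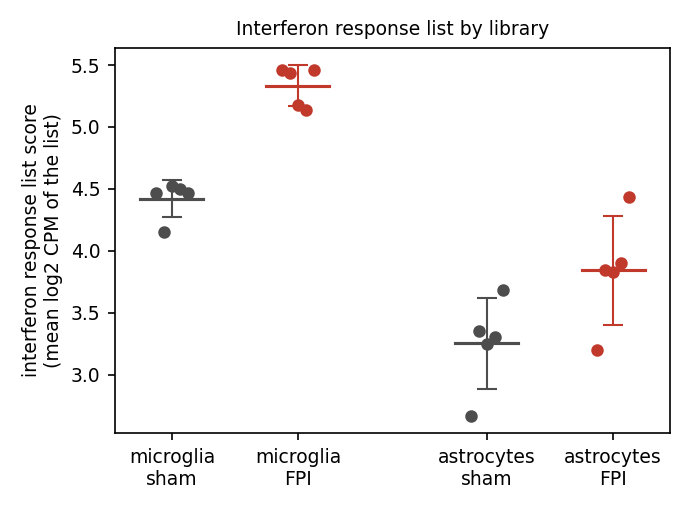
Interferon response list score of each library, the mean log2 CPM of the list's tested genes, by cell type and group. Points are libraries, bars the mean and whiskers the SD of 5 libraries; the axis does not start at 0, and levels are not compared between cell types because the tested genes differ. FPI microglia lie between 5.13 and 5.46 and sham microglia between 4.15 and 4.52.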

**Fig. 6:**
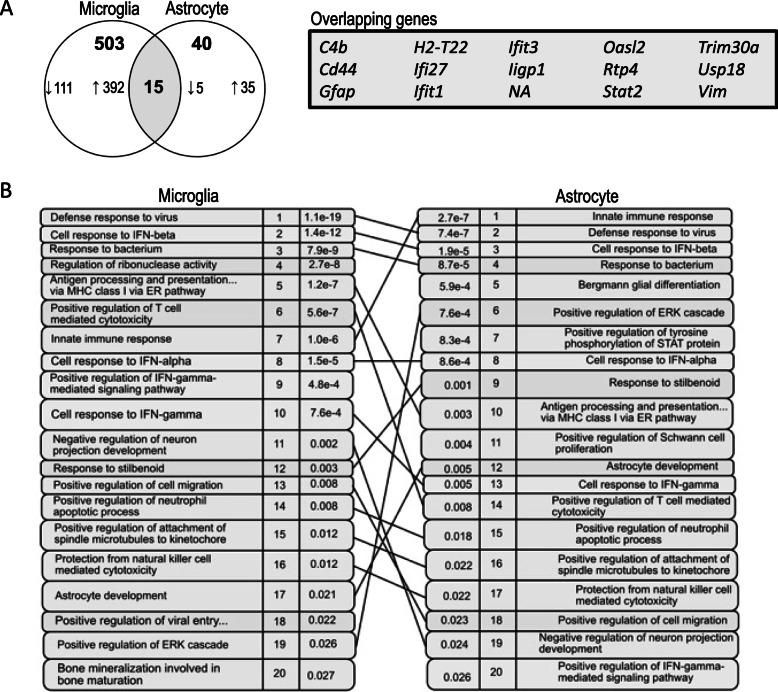
Microglial and astrocytes show overlapping enrichment for type I interferon response and MHC class I antigen presentation. **A** Venn diagram showing overlapping genes in microglia and astrocytes following FPI. **B** Rank diagram showing overlapping biological processes in microglia and astrocytes following FPI (GOTERM_BP)

Given the significant and overlapping enrichment of interferon beta and alpha response processes in microglia and astrocytes, we sought to evaluate more closely the extent of gene changes related to type I interferon signaling. Interferon-stimulated genes (ISGs) are a large group of genes defined by their upregulation following interferon signaling. In addition to their stimulation through binding of type I interferons to their cell surface receptor (IFNAR1), ISGs may also be upregulated through stimulation of cytoplasmic nucleic acid sensors*.* This is significant given the release of cytosolic and mitochondrial DNA by injured neurons following TBI [33, 34]. Using a previously defined list of ISGs specific to the central nervous system, we evaluated the expression of these genes in our TBI-induced microglial and astrocyte transcriptomes and performed heatmap analysis [35]. In our TBI microglia, we found 83 ISGs were increased, and in astrocytes, 10 ISGs were increased (Fig. 7A, B). 

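Of the 83 genes of Fig. 7A, 80 were tested in microglia. All 80 were higher after FPI, with log2 fold changes from 0.39 to 3.55, and 63 were called. An unadjusted p below 0.05 was reached by 78, and the same number adjusted over the list alone, which is not independent evidence because the genes were chosen on these libraries. In 53 genes the FPI libraries all lay above the sham libraries. The largest change was that of <i>C3</i>, from 5.27 ± 3.58 to 60.3 ± 40.9 CPM (SD, n = 5; log2 fold change 3.55, SE 0.50). DESeq2 called 72 of the genes and the fit of all 20 libraries 30. The 11 genes legible in Fig. 7B were all higher in FPI astrocytes, 10 of them at an unadjusted p below 0.05, and 0 were called. Their log2 fold changes ran from 0.60 to 2.19. DESeq2 called 5 of the 11, the fit of all 20 libraries 4, and keeping every gene with at least 1 count gave 2. In microglia 7 of the 11 were called.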

While the total number of increased ISGs was lower in astrocytes, this still accounted for 20% of TBI-induced astrocyte genes (10/50). In microglia, ISGs also represent 20% of the upregulated genes following FPI (83/407). 

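The 63 called genes of Fig. 7A made up 24.3% of the 259 genes called higher in FPI microglia. With DESeq2 the share was 19.8%, 72 of 364 genes, and it ran from 19.8% to 30.3% over the settings that kept every microglia library. In astrocytes the called genes were too few for a share, since <i>Ctss</i> is not among the genes of Fig. 7B. With DESeq2, 5 of the 39 genes called there were in Fig. 7B.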

As microglia and astrocytes also showed overlapping enrichment for antigen processing and presentation via MHC class I, we also evaluated the genes contributing to this process in both cell types via heatmap analysis (Fig. 7C, D). Type I interferons are well recognized to increase MHC class I expression in other cell types, suggesting the upregulated type I interferon signaling and MHC class I expression in microglia and astrocytes following TBI may be linked.

**Fig. 7:**
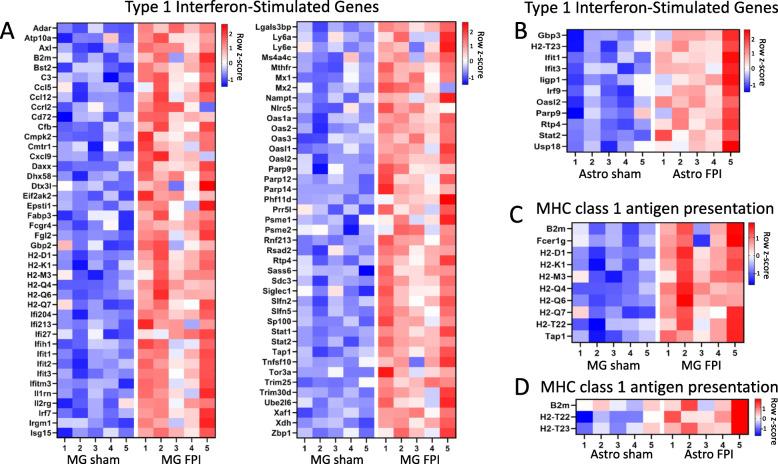
Microglia and astrocytes have increased expression of type I interferon-stimulated genes and genes related to MHC class I antigen presentation following TBI. Heatmaps of differentially expressed, type I interferon-stimulated genes in **A** microglia and **B** astrocytes and genes related to MHC class I antigen presentation and processing in **C** microglia and **D** astrocytes following FPI. Only differentially expressed genes (log_2_FC > 0.6, adj. *p* < 0.1) from DESeq2 analysis are shown. *n* = 5 animals per condition

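Among the 10 genes of Fig. 7C, 9 were called in FPI microglia and <i>Fcer1g</i> was not (log2 fold change 0.58, adjusted p = 0.157, edgeR). <i>H2-D1</i> (ENSMUSG00000073411), on chromosome 17 from 35262730 to 35267499 of GRCm38, encodes a heavy chain of the classical MHC class I molecules. It rose from 397 ± 46.2 to 1129.6 ± 313 CPM (SD, n = 5), a log2 fold change of 1.51 (SE 0.16, adjusted p = 3.70e-05, edgeR), and sham library 2 stood below the others, at 316 CPM against 403 to 427. <i>H2-K1</i>, the other classical heavy chain, went from 282 ± 57.9 to 707 ± 152 CPM. The light chain gene <i>B2m</i> and the peptide transporter gene <i>Tap1</i> changed less, by 0.90 (SE 0.18) and 0.95 (SE 0.15) on the log2 scale. Larger changes were fitted for <i>H2-Q6</i> (2.17, SE 0.24) and <i>H2-Q7</i> (2.86, SE 0.38), nearly identical genes between which counting could split reads. FPI library 2 held 101 CPM of <i>H2-Q6</i> against 47.4 to 50.4 in the other FPI libraries. <i>H2-T22</i> was called with an adjusted p of 0.0861 (edgeR) and lost its call in 6 of the 10 fits that left out a library. In astrocytes the 3 genes of Fig. 7D all rose at an unadjusted p below 0.05, none was called, and the levels were lower: <i>B2m</i> went from 37.2 ± 11.3 to 58.2 ± 16.2 CPM, <i>H2-T22</i> from 9.17 ± 2.32 to 16.1 ± 3.61 and <i>H2-T23</i> from 4.96 ± 3.91 to 12.6 ± 6.02. The paper found both gene groups raised in both cell types, notes that type I interferons increase MHC class I in other cell types, and proposes from this that the rises may be linked.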

### TBI-induced microglia and astrocyte transcriptomes differ with injury severity and are distinct from other neurologic diseases

We next sought to determine if severe TBI induces unique states of microglial and astrocyte activation. Recent technical advances have greatly improved our understanding of glial biology with the establishment of baseline transcriptomes for microglia and astrocytes across development and in various disease states [36, 37]. Questions remain, however, whether glia uniquely modify their response in specific disease states. To address this, we first compared our glial transcriptomes to those from a mild TBI model obtained through single-cell sequencing 7 days following injury [11]. We found significant overlap between the microglial transcriptomes from our severe TBI model and the previously reported mild TBI model (p = 2.2e–16, hypergeometric test), although still with genes uniquely altered in each model. The overlapping genes were primarily interferon-stimulated genes, damage-associated genes, and ribosomal genes. 

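The 27 genes that Fig. 8B gives as shared between the severe and mild models were all higher in FPI microglia here. Each had an unadjusted p below 0.05, and 22 were called. This is not independent evidence, because the authors chose the genes in part on these libraries. The genes fall into groups of different size of effect. Interferon-stimulated genes had large changes, as in <i>Ifitm3</i> (log2 fold change 2.37, SE 0.40) and <i>Bst2</i> (1.54, SE 0.25). <i>Apoe</i> (ENSMUSG00000002985), a gene of the damage-associated group, had the largest level and a wide spread, from 1264 ± 789.8 to 7687 ± 5167 CPM (SD, n = 5; log2 fold change 2.60, SE 0.45, adjusted p = 0.00278, edgeR). It was not called with robust empirical Bayes (adjusted p = 0.120, edgeR). The ribosomal protein genes changed by less, from 0.57 for <i>Rps29</i> to 0.96 for <i>Rpl37</i> on the log2 scale. Such genes have many processed pseudogenes, with which their reads can be shared. The 5 genes that were not called were all ribosomal, <i>Rpl34</i>, <i>Rpl36a</i>, <i>Rpl38</i>, <i>Rpl39</i> and <i>Rps29</i>, with adjusted p-values from 0.101 to 0.205 (edgeR). The number called ran from 10 in the fit of all 20 libraries to 27 without FPI library 3.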

Many DEGs unique to microglia following severe TBI were also related to immune and defense responses, whereas DEGs unique to microglia following mild TBI were more commonly related to general cellular processes (Fig. 8A, B). 

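Of the 30 genes Fig. 8B lists as unique to severe TBI microglia, 29 were tested and 27 were called higher, 26 of them with all FPI libraries above all sham libraries. <i>Ifit2</i> went from 16.9 ± 5.96 to 104 ± 47.8 CPM (SD, n = 5; log2 fold change 2.63, SE 0.29, adjusted p = 3.70e-05, edgeR) and <i>Fabp5</i>, a fatty acid binding protein gene, from 2.21 ± 1.01 to 18.3 ± 11.2 CPM (log2 fold change 3.08, SE 0.48). The genes listed for mild TBI changed less in these libraries, which is not independent evidence. The authors chose the severe genes on these libraries, and the mild ones as genes not differentially expressed in them. Of 15 upregulated in mild TBI, 14 were higher after severe FPI, 8 of them at an unadjusted p below 0.05, and <i>Rpl36</i> and <i>Rpl41</i> were called. Of 15 downregulated in mild TBI, 13 were lower after severe FPI, 5 of them at an unadjusted p below 0.05, and 0 were called. Fig. 8B shows the top 30 genes of each model only, so no overlap was tested on it.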

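<i>Igfbp5</i> (ENSMUSG00000026185), a gene for an insulin-like growth factor binding protein on chromosome 1 from 72857932 to 72874884 of GRCm38, rose from 204.01 ± 48.2 to 355 ± 83.0 CPM (SD, n = 5) in FPI astrocytes. Its log2 fold change was 0.80 (SE 0.23), with an adjusted p of 0.999 (edgeR), and the setting did not bring it past the threshold: it was not called with DESeq2 either. <i>Gfap</i> was called with DESeq2, with every gene of at least 1 count, with a block for the replicate number and without sham library 5. A term for replicates 4 and 5, added after the results were seen, also called <i>Gfap</i>. Of the genes Fig. 8D lists for mild TBI astrocytes, 18 were raised there. Of these, 11 were higher in these libraries, 0 with an unadjusted p below 0.05. A further 10 were lowered there, of which 8 were lower here, 0 with an unadjusted p below 0.05. The figure lists these genes as unique to mild TBI, so weak changes here are partly set by that choice.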

Upon comparison of the astrocyte gene signatures following the two different TBI models, we found much less overlap with only 2 overlapping genes (*Gfap, Igfbp5*) (*p* = 0.01, hypergeometric test). 

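Fig. 8D lists 29 legible genes as unique to severe TBI astrocytes, 23 of which passed the filter on low counts. All but <i>Lias</i> were higher after FPI with an unadjusted p below 0.05, 22 genes in all. The authors chose these genes on these libraries, so this is not independent evidence. <i>Ctss</i> was called in the reported fit. Of the genes described next, DESeq2 called <i>C1qa</i>, <i>C1qc</i>, <i>Socs3</i>, <i>Myo1f</i> and <i>Neu4</i>, and did not call <i>Gbp3</i>. <i>C1qa</i> and <i>C1qc</i>, complement genes of high level in microglia, rose from 0.367 ± 0.450 to 9.65 ± 8.45 CPM and from 0.779 ± 0.780 to 9.94 ± 9.91 CPM (SD, n = 5). The rise of <i>C1qa</i> amounted to 0.540% of its level in FPI microglia. <i>Socs3</i>, a suppressor of cytokine signalling, had a log2 fold change of 1.55 (SE 0.40) and <i>Gbp3</i>, a guanylate binding protein gene, of 1.40 (SE 0.39). <i>Myo1f</i> and <i>Neu4</i> had 0 and 1 reads over the 5 sham libraries and were at least 2.46-fold and at least 17.0-fold higher in FPI astrocytes. Much of the mean of <i>Neu4</i> came from FPI library 5, with 23.7 CPM against 0.973 to 4.52 in the others, and <i>Myo1f</i> is abundant in microglia, at 379.6 ± 68.1 CPM after FPI.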

Again, the DEGs unique to astrocytes following severe TBI were much more commonly related to immune and defense responses (Fig. 8C, D).

**Fig. 8:**
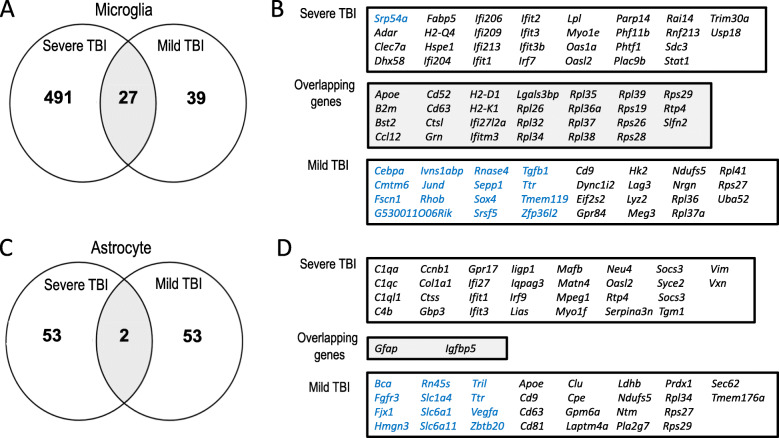
TBI-induced microglia and astrocyte transcriptomes differ with injury severity.** A** The number of unique and overlapping microglial genes following our severe model of TBI and a prior model of mild TBI are shown using a Venn diagram. **B** Overlapping microglial genes from severe and mild TBI models are listed, as well as the top 30 differentially expressed genes unique from severe and mild TBI (by adjusted p value). Downregulated genes are shown in blue whereas upregulated genes are shown in black. **C** The number of unique and overlapping astrocyte genes following our severe model of TBI and a prior model of mild TBI are shown using a Venn diagram. **D** Overlapping astrocyte genes from severe and mild TBI models are listed, as well as the top 30 differentially expressed genes unique from severe and mild TBI (by adjusted p value). Downregulated genes are shown in blue whereas upregulated genes are shown in black

To next assess how the TBI microglial response relates to other neurologic diseases, we compared the two TBI microglial transcriptomes to the gene signature of disease-associated microglia (DAM) seen in certain neurodegenerative diseases. First discovered through single-cell sequencing in an Alzheimer’s disease mouse model, DAM were subsequently identified in amyotrophic lateral sclerosis, aging, and multiple sclerosis models as well as in human Alzheimer’s disease tissue [38]. This raised the question of if DAM represent a common response to any CNS pathology [39]. Upon our evaluation, we found a significant overlap between the two TBI models and the signature DAM genes (severe TBI to DAM signature: p = 1.18e–12; mild TBI to DAM signature: p = 7.65e–14, hypergeometric test). 

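Fig. 9A lists 30 upregulated DAM genes, all of which were tested. Of these, 16 were among the genes called higher in FPI microglia, against 0.640 by chance (one-sided Fisher's exact test on the 12143 tested genes, p = 1.29e-19). All 30 were higher after FPI, 26 at an unadjusted p below 0.05 and 28 adjusted over the list alone. The median log2 fold change was 0.72. As a set they gave an adjusted p = 0.00115 with fry and an adjusted p = 0.00493 with camera, both limma. In the fit of all 20 libraries the overlap was 11 genes (Fisher's exact test, p = 2.72e-17), with robust empirical Bayes 14 (p = 4.43e-16) and at an adjusted p below 0.1 alone 21 (p = 4.42e-27). Of the 30 genes, 5 also stand in Figs. 2C, 2D, 6A or 7, and 11 of the other 25 were called.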

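Split by stage, 5 of the 10 stage 1 genes were called higher in FPI microglia (one-sided Fisher's exact test, p = 9.81e-07) and 11 of the 20 stage 2 genes (p = 4.77e-14). At an unadjusted p below 0.05 the numbers were 9 of 10 and 17 of 20. Median log2 fold changes were 0.89 for stage 1 and 0.68 for stage 2.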

The microglial transcriptomes from the TBI models overlapped both with fully activated DAM (stage 2), as well as stage 1 DAM. However, neither TBI model showed significant overlap with the microglial checkpoint genes downregulated in DAM. Additionally, TREM2, a molecule upregulated and critical to the full activation of the DAM subset, was not increased in the microglia from either TBI model [38]. 

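Of the 8 DAM-downregulated genes in Fig. 9A, all 8 were lower in FPI microglia, 5 at an unadjusted p below 0.05 and 6 adjusted over the list alone. <i>P2ry13</i> was the called gene, falling from 693 ± 119.7 to 440.2 ± 123 CPM (SD, n = 5; log2 fold change -0.65, SE 0.17, adjusted p = 0.0493, edgeR). It kept its call in 4 of the 10 fits that left out a library. <i>Txnip</i> had an adjusted p of 0.0203 (edgeR) with a log2 fold change of -0.55, under the minimum. <i>P2ry12</i> (-0.50, SE 0.19) and <i>Tmem119</i> (-0.47, SE 0.15) fell with adjusted p-values of 0.248 and 0.150 (edgeR). The overlap of 1 gene with the 26 called lower, where 0.0171 would fall by chance, gave p = 0.0170 (one-sided Fisher's exact test, 0.0383 after adjustment over 9 sets). It rests on <i>P2ry13</i> alone and was 0 genes in the fit of all 20 libraries. In limma the list had an adjusted p = 0.0271 with fry and an adjusted p = 0.0634 with camera.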

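<i>Trem2</i> (ENSMUSG00000023992), on chromosome 17 from 48346401 to 48354147 of GRCm38, was at 460.0 ± 38.6 CPM in sham and 476 ± 70.8 in FPI microglia (SD, n = 5). The log2 fold change was 0.049 (SE 0.12, adjusted p = 0.946, edgeR), smaller than the spread between replicates. Leaving out each library in turn gave values from -0.047 to 0.10. Its partner gene <i>Tyrobp</i> went from 189.5 ± 23.7 to 239 ± 44.2 CPM (log2 fold change 0.34, adjusted p = 0.308, edgeR).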

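The 16 DAM genes starred as increased in Fig. 9A were all called higher in FPI microglia, with log2 fold changes between 0.65 and 3.46, and in 12 of them the FPI libraries all lay above the sham libraries. The integrin gene <i>Itgax</i> rose from 24.9 ± 13.1 to 69.2 ± 23.9 CPM (SD, n = 5) and the cystatin gene <i>Cst7</i> from 8.66 ± 6.28 to 43.0 ± 17.3 CPM, with log2 fold changes of 1.49 (SE 0.29) and 2.37 (SE 0.40). <i>Spp1</i> (ENSMUSG00000029304), which encodes osteopontin, had the largest change and a wide spread, from 9.68 ± 12.1 to 98.1 ± 83.1 CPM (log2 fold change 3.46, SE 0.65, adjusted p = 0.00546, edgeR). Sham library 5 held 31.2 CPM of it, against 3.99 to 4.68 in the other sham libraries, and robust empirical Bayes did not call the gene (adjusted p = 0.158, edgeR). The smallest change was that of <i>Ank</i>, from 39.1 ± 3.54 to 61.5 ± 6.87 CPM.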

The overlapping genes from our severe TBI microglia and the DAM signature genes are shown in Fig. 9A. 

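Scored by library, as the mean log2 CPM of its 30 genes, the upregulated DAM list stood at 7.03 ± 0.19 in sham and 8.11 ± 0.30 in FPI microglia (SD, n = 5). All 5 FPI libraries lay above all 5 sham libraries (exact permutation test, p = 0.00794, the smallest possible). The libraries carry animal numbers of 2 series, with replicates 1 to 3 in the first and 4 and 5 in the second. Within the first the score rose by 1.19 and within the second by 0.91.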

Overall, the data support that trauma induces a distinct microglial response, and that the mechanism of microglial activation following TBI may differ from that in DAM.

**Fig. 9:**
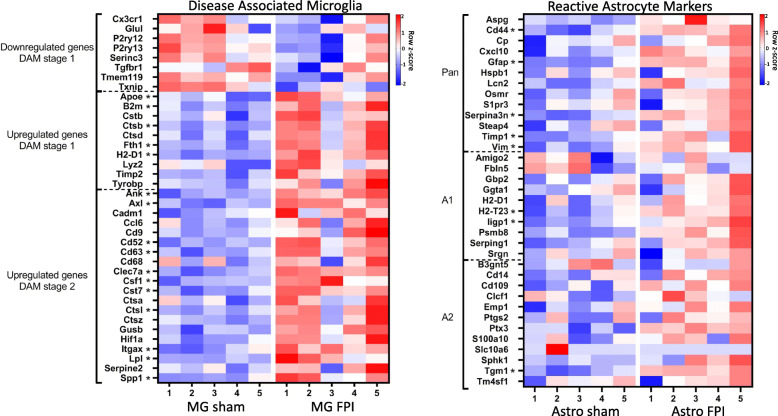
TBI-induced microglial and astrocyte transcriptomes only partially overlap with gene signatures from other neurodegenerative and neuroinflammatory conditions.** A** Heatmap comparing expression (Z score log-normalized counts) of disease-associated microglia genes in microglia following sham or FPI. **B** Heatmap comparing expression (Z score log-normalized counts) of reactive astrocyte marker genes in astrocytes following sham or FPI. Asterisks (*) indicate significantly different expression in FPI vs sham samples (adj. *p* < 0.1 and log_2_FC > 0.6) from DESeq2 analysis. *n* = 5 animals per condition

Finally, we compared the two TBI astrocyte transcriptomes to subsets of astrocytes identified in other neurologic diseases. Analysis of astrocyte-specific gene expression following models of LPS-induced neuroinflammation and ischemic stroke led to the description of two astrocyte subsets termed A1 and A2 [40]. A1 astrocytes induced in the neuroinflammation model were found to lose many normal functions and develop neurotoxic potential. Conversely, the ischemia-induced A2 subset was marked by increased expression of many neurotrophic factors raising the possibility that A2 astrocytes are neuroprotective. Genes with increased expression in both models were termed pan-reactive. On comparison, our severe TBI astrocytes only showed a significant overlap with genes identified as pan-reactive, with 5 of 13 pan-reactive genes increased (*p* = 1.86e–09, hypergeometric test). 

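Of the 13 pan-reactive genes of Fig. 9B, 11 were tested in astrocytes. All 11 were higher after FPI, 6 at an unadjusted p below 0.05 and 6 adjusted over the list alone, and 0 were called, which gave a p of 1 in Fisher's exact test. The median log2 fold change was 0.88. With limma's fry the list had an adjusted p = 0.0271, and with camera an adjusted p = 0.00709. With DESeq2, 3 genes of the list were called (Fisher's exact test, p = 2.54e-06), and with every gene of at least 1 count kept, 2 were (p = 1.09e-05). Without sham library 5 the overlap was 1 gene (Fisher's exact test, p = 0.00157). Besides <i>Gfap</i>, <i>Serpina3n</i> and <i>Vim</i>, the hyaluronan receptor gene <i>Cd44</i> had a log2 fold change of 0.88 (SE 0.27), and <i>Timp1</i> lay under the filter with 3 reads in the sham and 43 in the FPI libraries, at least 3.20-fold higher. <i>Cxcl10</i> and <i>Aspg</i> rose at an unadjusted p below 0.05 too, from 0.970 ± 0.756 to 4.52 ± 1.93 and from 3.20 ± 0.659 to 7.80 ± 5.78 CPM (SD, n = 5).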

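Of the A1 genes, 10 were tested in astrocytes and 9 were higher after FPI. The count at an unadjusted p below 0.05 was 4, and 2 adjusted over the list alone. None was called, so the p of Fisher's exact test was 1, and limma gave an adjusted p = 0.0987 with fry and an adjusted p = 0.0482 with camera. <i>H2-T23</i> and <i>Iigp1</i>, starred in Fig. 9B, had log2 fold changes of 1.33 (SE 0.57) and 1.66 (SE 0.58). The smallest p was that of <i>Psmb8</i>, from 3.19 ± 0.865 to 7.35 ± 2.19 CPM (SD, n = 5; adjusted p = 0.999, edgeR). For the 12 A2 genes, 6 were tested, 5 were higher, 2 of them at an unadjusted p below 0.05, and 0 were called (Fisher's exact test, p = 1). The A2 list had an adjusted p = 0.0713 with fry and an adjusted p = 0.0338 with camera (limma). DESeq2 called 2 A2 genes (Fisher's exact test, p = 2.42e-04). <i>Tgm1</i>, starred in Fig. 9B, was under the filter with 7 reads in the sham and 100 in the FPI libraries.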

The overlap with A1 and A2 genes was not significant with only 2 A1 and 1 A2 genes increased in our severe TBI astrocyte samples (Fig. 9B). The astrocyte subset from the mild model of TBI did not show significant overlap with pan-reactive, A1, or A2 gene signatures. Overall, these data demonstrate that trauma induces a distinct astrocyte response compared with neuroinflammatory disease and ischemia.

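Library scores were also taken for the 3 lists. The pan-reactive list rose by 1.12 in FPI astrocytes (exact permutation test, p = 0.0397), with 4 of 5 FPI libraries above every sham library. The A1 list rose by 0.65, with the same count of 4 libraries (exact permutation test, p = 0.119), and the A2 list by 0.77, with 2 libraries (exact permutation test, p = 0.143). Among 3 tests, only the first lies below 0.05 before adjustment. The A1 list shares 4 of its 10 genes with the other lists, MHC class I and interferon genes among them. In microglia the pan-reactive list rose by 1.52 and the A1 list by 0.69.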

## Discussion

Persistent microglia and astrocyte reactivity following TBI are well recognized; however, the exact regulation and impact of these glial populations following trauma remain unknown. A precise understanding of microglial and astrocyte function following TBI is critical as targeted pharmacologic therapies for TBI remain non-existent, and severe TBI continues to be a leading cause of death and disability. In this study, we performed RNA sequencing of concurrently isolated microglia and astrocytes to evaluate their genome-wide transcriptional responses to an experimental model of severe TBI. We demonstrate sustained transcriptional activation of microglia and astrocytes, with overlapping enrichment for type I interferon signaling. Furthermore, the transcriptomic response in microglia and astrocytes following severe TBI showed overlap with but was distinct from mild TBI and other neurologic diseases, supporting the growing literature on diverse, disease-state-specific glial responses. These findings emphasize the importance of lineage-specific, transcriptional analysis of microglia and astrocytes following TBI, providing novel data on the pathophysiology of the neuroimmune response to TBI.

In our study of TBI-induced microglial and astrocyte transcriptomes, remarkably, 20% of the differentially expressed genes in microglia and astrocytes were type I interferon-stimulated genes. While a critical role for type I interferon signaling is recognized in fighting CNS viral infections, type I interferon signaling has received limited study in TBI making the magnitude of the interferon response in our study quite surprising. A small number of interferon-stimulated genes have been individually studied and recognized to increase following TBI [41, 42]. More recently, a TBI study demonstrated neuroprotection with deficiency of type I interferon signaling in peripheral, hematopoietic-derived immune cells, whereas a separate TBI study demonstrated improved neurologic function and prevention of tissue loss with global interferon beta (IFN-β) deficiency [43, 44]. As has been repeatedly shown, robust gene expression changes in glia may be masked when tissue-level gene expression is examined, and this has likely contributed to the limited evaluation of type I interferon in TBI. However, growth in cell-specific transcriptional analysis is increasingly revealing enriched type I interferon signaling in glia following CNS injury, suggesting an important role of this pathway. Besides our work, a recent paper utilizing single-cell sequencing following a murine model of mild TBI also showed prominent type I interferon signaling in microglia [11]. In another TBI study, the temporal expression of select immune genes by microglia was evaluated, and increased IFN-β was seen at 2, 14, and 60 days post-injury [45]. In other non-infectious CNS diseases, glial type I interferon signaling has also recently been demonstrated. Following an ischemia-reperfusion model of stroke, significant microglial upregulation of ISGs occurred 3 days post-injury, and following a demyelination model, a subset of microglia with upregulated ISG expression was detected 7 days following injury [36, 46]. Additionally, in a model of severe neurodegeneration, microglia from a delayed time point showed upregulation of types I and II interferons [47]. This suggests type I interferon signaling may be critical in the glial response to CNS injury, emphasizing the need for greater study of this signaling pathway following TBI.

In our study, we sought to evaluate the glial response to TBI beyond the acute period of injury. While acute inflammation following TBI is not surprising given the early necrotic cell death and danger signal release, one would expect this to resolve with time. However, growing literature has demonstrated a sustained neuroimmune response to TBI and its contribution to neurodegeneration. In animal studies, reactive microglial and astrocyte accumulation appears to peak at 3 to 7 days following TBI and may persist for greater than 1 year following injury [48, 49]. Furthermore, a recent study evaluating the temporal microglial response to TBI demonstrated a greater number of differentially expressed immune genes at subacute and chronic time points compared to early following injury [45]. In addition to experimental studies, human TBI has also been shown to result in long-lasting glial reactivity [6, 50]. In one study, microglial reactivity was demonstrated years after a single TBI [6]. Our findings using transcriptome-wide evaluation of microglia and astrocytes 7 days following injury further emphasize the sustained nature of the neuroimmune response to TBI with over 500 DEGs in microglia and 55 DEGs in astrocytes at this delayed time point. Because morphologic assessment alone is insufficient to determine the function of these persistently reactive glial populations, evaluation of the sustained transcriptional response may ultimately allow targeted enrichment of repair processes and the blockade of persistent neurotoxic processes.

One of the goals of our study was concurrent assessment of microglial and astrocyte transcriptomes following TBI. In doing so, we sought both to evaluate for glial crosstalk and to assess the relative contributions of the microglial and astrocyte populations to the TBI-induced neuroimmune response. Through our analysis, we found several processes that were enriched in both cell types including type I interferon signaling and MHC class I antigen processing and presentation. The dual enrichment of these processes in both microglia and astrocytes likely results in their amplification following TBI, an important consideration for future studies evaluating manipulation of these pathways. Through the concurrent evaluation of these cell types, we were also able to assess the relative contributions of microglia and astrocytes to the neuroimmune response following TBI and found a much greater transcriptional response in microglia. This was similarly shown in a recent study utilizing single-cell sequencing following TBI. In that study, not only was there a greater transcriptional response in microglia than astrocytes, but through experiments utilizing microglial depletion, microglia were shown to be integral to TBI-induced neuropathology and neurologic dysfunction [11]. Whereas in other disease models, astrocytes contributed more significantly to inflammatory pathway upregulation, in TBI, our work and that of others suggest microglia play a greater role [9].

Finally, in our study, we wished to address whether severe TBI elicits unique microglial and astrocyte transcriptional signatures. While glial reactivity is seen in many neurologic diseases, there has been increased recognition that diverse glial activation states exist undetectable by morphologic assessment alone or by examination of a limited panel of genes [36]. In our comparisons with both a mild TBI model and with other neurologic disease states, we found distinct transcriptional responses in microglia and astrocytes following severe TBI with overlap of some core genes. This is consistent with prior work in both microglia and astrocytes, and overall, further supports the growing literature on diverse glial activation states [36, 51]. In TBI, it also highlights the impact of factors such as severity and type of injury on the neuroinflammatory response. An improved understanding of the impact of these and other factors on neuroinflammation may ultimately allow for therapeutic manipulation of the neuroimmune response following TBI.

The limitations of this study must be recognized. Through our use of bulk sorting of glial populations, transcriptional changes occurring only in small subsets of microglia or astrocytes may be obscured. We also are unable to detect regional heterogeneity in the glial response to TBI with this method. This is important as the effects of TBI may vary by region and there is evidence of regional heterogeneity in microglial and astrocyte function [8, 37, 52]. Validation and evaluation of genes of interest by fluorescent in situ hybridization is thus an important complementary technique, allowing for assessment of regional differences. Future studies using single-cell sequencing and analyzing sorted glia from select regions will also be considered. In this study, we also only evaluated a single time point. Evaluation of microglial and astrocyte transcriptional signatures at additional subacute and chronic time points will further improve our understanding of the glial response to TBI. Finally, confirmation of key TBI-induced gene expression changes in human tissue will be crucial in understanding the translational relevance of our findings. Despite these limitations and the potential wash-out effects of bulk glial analysis, we discovered robust transcriptional differences in microglia and astrocytes at a delayed time point following TBI. Future studies evaluating lineage-specific pathway manipulation, including that of type I interferon signaling, will be critical in determining the impact of glial activation on TBI outcome.

## Conclusions

In conclusion, microglia and astrocytes demonstrate sustained, cell-type-specific transcriptional activation following TBI unique from other neurologic diseases and with overlapping enrichment of gene expression related to the type I interferon response and MHC class I antigen presentation. Type I interferon signaling has been understudied in TBI, but growing literature regarding its role in glial activation demands an increased study of type I interferon following TBI. Lineage-specific transcriptional analysis is an important approach in dissecting the impact of glial reactivity following TBI and may assist with the identification of novel, targeted therapies.

## Data Availability

Raw and processed RNA sequencing data that support the findings of this study are available at GEO accessions: GSE167459.

## Abbreviations

TBI: Traumatic brain injury
CNS: Central nervous system
FPI: Fluid percussion injury
FACS: Fluorescence-activated cell sorting
DEGs: Differentially expressed genes
DAM: Disease-associated microglia
GO: Gene ontology
IFN-β: Interferon beta
ISG: Interferon-stimulated gene
MCAO: Middle cerebral artery occlusion

How the deposited data were processed for this re-analysis (not part of the article)

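RNA was sequenced from microglia and astrocytes sorted from the ipsilateral forebrain of mice 7 days after sham surgery or lateral fluid percussion injury (FPI), with 5 libraries for each cell type and condition, 20 in all. The authors made stranded total RNA libraries with a kit for picogram amounts, aligned reads to GRCm38 with hisat2, and quantified them with salmon for their own tests in DESeq2. The values used here are the authors' counts of reads per gene as deposited, whole numbers with no normalization, for 39017 Ensembl identifiers. The paper's text does not name the program that counted them. The 20 libraries and their conditions were taken from their titles and cell type labels. The name of FPI astrocyte library 5 carries a microglia suffix and the animal number of FPI astrocyte library 2, and the title and label were followed. By their numbers 3 animals, 2 sham and 1 FPI, gave a library of each cell type under different replicate numbers. Fits over both cell types take all libraries as independent. So do the astrocyte fits, SDs and permutation tests, except in the setting that sums FPI astrocyte libraries 2 and 5. By their shared number these libraries may come from 1 animal.

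Identifiers were matched to GENCODE M21 on GRCm38. Each cell type was fitted alone in edgeR 4.0.16 (R 4.3.3) with the default filter on low counts, TMM factors and the quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p below 0.1 with an absolute log2 fold change above 0.6, the thresholds of the paper. All 20 libraries were fitted together for the contrast of the cell types and for the difference in the effect of FPI between them. Lists were tested for overlap with the called genes by a one-sided hypergeometric test against the tested genes, and as sets with fry and with camera at an estimated correlation (limma 3.58.1), adjusted over 9 sets. A list score is the mean log2 CPM of the list's tested genes, compared by an exact permutation test, two-sided. Group levels are means with SD in CPM on the TMM scale. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for tables and figures.

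Lists of the interferon response, of MHC class I presentation, of proliferation and of markers of microglia, astrocytes, oligodendrocyte precursors, oligodendrocytes, neurons, endothelium, and monocytes and macrophages were written before the data were examined. Lists of DAM, pan-reactive, A1 and A2 genes, and of the genes in Figs. 2C, 2D, 6A, 7, 8 and 9, were copied from the paper's figures as far as they are legible. Named genes are those the paper names in its results or in these figures, and, for each cell type and direction, the 3 called genes of smallest p that it does not name and whose FPI libraries all lie on one side of the sham libraries, a rule set before the data were examined. The values of 1 gene are not reported here. Members of the marker lists are named where a test of mixed cells uses them. Some genes that differ between the cell types or between the number series are named in the closing section.

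The filter on low counts and the test were tested on simulated data. In counts drawn from a negative binomial with each gene's mean and dispersion in these libraries, 200 genes were given a log2 fold change of 1 or 2 in either direction. In microglia 157 of them were called (78.5%, with 13 false calls) and in astrocytes 116 (58%, with 11 false calls). DESeq2 1.42.0 called 165 and 141, with 37 and 56 false calls. Counts on genes had a mean of 8.51 ± 1.64 M per library, and a gene at or below 3 counts in every library of a group was taken to be at the floor.

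The alternatives, set before the data were examined, were DESeq2, RLE factors, keeping every gene with at least 1 count, keeping genes with at least 10 counts in every library, robust empirical Bayes, a block for the replicate number, a term for the series of the animal numbers in microglia, summing FPI astrocyte libraries 2 and 5, fitting all 20 libraries together, other thresholds, and leaving out each library in turn. A term for astrocyte replicates 4 and 5, and leaving out the astrocyte or the microglia libraries of the 3 animals with both, were added after the data had been seen. The paper's histology, in situ hybridization and mild injury counts were not analysed here. The paper's p-values with exponents are quoted in the closing section as it prints them.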

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

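Tests of the label of FPI astrocyte library 5, of the genes that differ between the cell types and of the genes outside the paper's discussion were chosen after the results were seen.

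In 19 of 242 groups of 5 libraries, the highest or lowest library lay far from the other 4 by Dixon's test at its 95% critical value of 0.71. That is 7.85%, where about 1 group in 20 passes by chance. By kind, they were 16 of 170 groups of gene levels (9.41%), 1 of 16 groups of library measures and 2 of 56 groups of list scores. Many named genes share a response, so their groups are not independent.

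Sham microglia library 2 was lowest in <i>Axl</i> (22.7 CPM, others 48.2 to 57.0), <i>H2-D1</i> (316 CPM, others 403 to 427), <i>H2-Q6</i> (8.40 CPM, others 13.4 to 15.4) and the interferon response score (4.15, others 4.46 to 4.52). It is also the deepest library, with 13110857 counts, and without it 177 genes were called. In FPI microglia, library 5 was highest in <i>Ifi27l2a</i> (66.8 CPM, others 17.8 to 30.8), library 2 highest in <i>H2-Q6</i> (101 CPM, others 47.4 to 50.4) and lowest in the neuron score (0.15, others 1.45 to 1.82), and library 4 highest in <i>Cass4</i> (35.7 CPM, others 21.8 to 25.3). Sham library 5 held 31.2 CPM of <i>Spp1</i> (others 3.99 to 4.68). No explanation was tested for these libraries, and an animal that differs from the others stays open beside a technical one.

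In astrocytes, sham library 5 was highest in <i>Gfap</i> (405 CPM, others 144 to 200), <i>Tnr</i> (10.3 CPM, others 3.35 to 4.81), <i>Timp1</i> (0.376 CPM, others 0) and <i>Tgm1</i> (0.627 CPM, others 0 to 0.100). FPI library 5 was highest in <i>Oasl2</i> (48.7 CPM, others 18.0 to 25.9), <i>Usp18</i> (19.2 CPM, others 5.47 to 6.83), <i>Tnr</i> (126 CPM, others 15.8 to 24.5) and <i>Gpr17</i> (203 CPM, others 8.39 to 20.1). FPI library 2 held 17.7 CPM of <i>Lias</i> (others 10.6 to 12.1), and FPI library 1 had 15043 genes with a count (others 17291 to 18147). The name of FPI library 5 would fit a microglia library. Against a mislabelled library, the median level of the microglia markers in it was 7.53 CPM, against 0.218 to 6.70 in the other astrocyte libraries and 956 to 1699 in the microglia libraries.

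Rises of <i>Tnr</i> and <i>Gpr17</i> in FPI astrocytes may come from oligodendrocyte precursor cells. Their list, without the genes of Fig. 2D, rose in 10 of 12 genes with a p of 0.0556 in limma's fry, so precursor cells and a response of astrocytes cannot be told apart, since 12 list genes remain outside the figure. The same holds for <i>Neu4</i>.

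The effect of FPI differed between the cell types in 30 genes by a test of the difference itself. The difference of the log2 fold changes, microglia minus astrocytes, was 2.48 for <i>Axl</i>, 3.00 for <i>Fabp5</i>, -4.12 for <i>Ctss</i>, -3.66 for <i>Cx3cr1</i>, -3.80 for <i>Mpeg1</i>, -4.59 for <i>C1qa</i> and -3.58 for <i>Itgam</i>. In 3 of 100 regroupings of the libraries, the real one included, as many genes differed. The count was 69 without the astrocyte libraries of the 3 animals with a library of each cell type, and 8 without their microglia libraries. For the genes that rise in astrocytes alone, a candidate explanation is microglial RNA in the astrocyte libraries: of 103 genes far higher in microglia, 96.1% were higher in FPI astrocytes, by a median of 0.246% of their microglial level. Whether that RNA comes from cells carried through sorting or from RNA taken up by astrocytes was not tested. For <i>Axl</i>, <i>Fabp5</i>, <i>Gpc4</i>, <i>Gpr153</i> and <i>Sobp</i>, the rise in microglia over all libraries was at least 3.98 times what the astrocyte share would bring. Mean levels in FPI microglia were low for <i>Sobp</i> (0.577 CPM), <i>Gpc4</i> (1.84 CPM) and <i>Gpr153</i> (2.63 CPM). In replicates 1 to 3 the smallest ratio was 3.14, for <i>Sobp</i>. In replicates 4 and 5 the share would bring no rise of <i>Gpc4</i>, and the other ratios were at least 22.1. For <i>Axl</i> and <i>Fabp5</i>, with ratios of at least 11.6 in either series, the values argue against astrocyte RNA as the whole source. For the genes at low level they carry less weight. An effect of injury in microglia is left as a hypothesis. RNA of infiltrating macrophages stays open beside it.

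Among called microglial genes that the paper does not discuss, the log2 fold change was 5.84 for <i>Gpnmb</i>, 1.18 for <i>Cpd</i>, 2.84 for <i>Ifi211</i>, -1.13 for <i>Cass4</i> and -0.84 for <i>Tgm2</i>, and <i>Fmo1</i> was at least 4.95-fold lower after FPI. With every library thinned to the depth of the smallest, 5 of the 6 genes were called, while <i>Fmo1</i> fell under the filter, so depth was not tested for it. The astrocyte share brings at most 0.847% of the rise of <i>Gpnmb</i>, <i>Cpd</i> and <i>Ifi211</i> over all libraries. Within either series of animal numbers it brings at most 1.15%. For these 3 genes depth and astrocyte RNA leave the rise unexplained, and an effect of injury may underlie it. For <i>Cass4</i> and <i>Tgm2</i> only depth was tested. RNA of infiltrating macrophages stays open. <i>Ifi211</i> has close paralogs, and sharing of reads with them was not tested.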

How the results depend on the processing

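The alternatives were set before the data were examined, except the term for astrocyte replicates 4 and 5 and the fits without the shared animals, which were added after the data had been seen.

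The count of 285 genes called in microglia stayed within 1.5 times under DESeq2 (418), RLE factors (289), every gene with at least 1 count (380), at least 10 counts in every library (292), robust empirical Bayes (295), the replicate block (255), a term for the number series (313) and an adjusted p below 0.1 alone (370). In the fit of all 20 libraries it was 121. Across the 10 fits that each left out 1 library it ran from 177 (without sham library 2) to 423 (without FPI library 3). The cause was not tested.

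In astrocytes, where 1 gene was called, DESeq2 called 39, every gene with at least 1 count 9, the replicate block 11, the fit of all 20 libraries 53 and the added term 6. The count was 0 with at least 10 counts in every library, with robust empirical Bayes, with FPI libraries 2 and 5 summed and at an adjusted p below 0.05, where 319 genes had an unadjusted p below 0.05 in the reported fit. It ran from 0 to 3 (without FPI library 1) with 1 library left out. Genes called higher in both cell types numbered 0, but 12 with DESeq2, 6 with at least 1 count, 6 with the replicate block, 5 in the fit of all 20 libraries and 3 with the added term, and from 0 to 1 with 1 library left out. On simulated data DESeq2 made 56 false calls in astrocytes and edgeR 11, so a longer list there may hold more false calls: with no change put in, DESeq2 called 14 genes and edgeR 0, beside the 39 and 1 called in the data.

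For the cell type contrast, the filter at 10 counts in every library moved the count by more than 1.5 times, from 9683 to 4515, because it leaves fewer genes tested. DESeq2 gave 11306 and every gene with at least 1 count 12882, both within 1.5 times. Across the fits without 1 library it ran from 9808 to 9957. The count of genes whose effect of FPI differs between the cell types went from 30 to 190 with DESeq2 and to 1 with that filter. It was 69 without the astrocyte libraries of the 3 animals that gave both cell types and 8 without their microglia libraries, and went from 21 to 48 (without FPI astrocyte library 3) with 1 library left out.

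The block for the replicate number was not taken as a pairing of the libraries. The deviations of same-numbered sham and FPI libraries from their group means had correlations across genes of 0.450, -0.00927, 0.245, 0.452 and 0.348 for astrocyte replicates 1 to 5, and of -0.0660 to 0.0924 in microglia. Not every one was above 0.1, the limit set for a pairing. With the block <i>Serpina3n</i> was called in astrocytes, with an adjusted p of 0.0131 (edgeR).

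The overlaps of the interferon response, MHC class I and upregulated DAM lists in microglia kept their direction and their side of the threshold under every alternative run. Over the settings that kept every microglia library, p by Fisher's exact test ran from 6.75e-55 to 2.67e-25, from 7.32e-16 to 4.24e-07 and from 4.42e-27 to 4.43e-16. With 1 library left out it ran from 6.61e-47 to 5.87e-38, from 4.20e-16 to 8.65e-12 and from 1.29e-23 to 3.18e-19. The overlap of the DAM downregulated genes rests on 1 gene: its exact p was 1 in the fit of all 20 libraries and ran from 2.28e-06 to 1 with 1 library left out (1 in 6 of 10 fits, 2.28e-06 without FPI library 5), and camera gave 0.0634.

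The exact test of overlap gave a p of 1 for each astrocyte list in the reported fit. For the interferon response list it gave 4.82e-08 with DESeq2, 6.26e-04 with at least 1 count, 0.00178 with the replicate block, 8.08e-07 in the fit of all 20 libraries, 0.0344 with the added term, and from 0.0171 (without FPI library 1) to 1 with 1 library left out; fry gave 0.0181 and camera 0.00598. For the MHC class I list it gave 0.00307 in the fit of all 20 libraries, with 0.0251 by fry and 0.0163 by camera. The pan-reactive list had 2.54e-06 with DESeq2, 1.09e-05 with at least 1 count, 6.28e-08 with the replicate block, 8.72e-06 with the added term, 0.0131 by fry, 0.00315 by camera, and from 0.00157 (without sham library 5) to 1 with 1 library left out. The A1 list had 0.0340 in the fit of all 20 libraries and 0.0429 by camera, and the A2 list 2.42e-04 with DESeq2 and 0.0263 by camera. The cause was not tested.

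Among the named genes, <i>Trem2</i> in microglia had a log2 fold change of -0.047 without FPI library 4 (range -0.047 to 0.10), and <i>Aqp4</i> in astrocytes -0.09 without sham library 4, -0.04 without sham library 5 and -0.13 without FPI library 1 (range -0.13 to 0.24). Both lie near 0. Of 830 fits of a named gene without 1 library, 799 were unchanged, 19 weaker, 8 stronger and 4 reversed.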

Differences from the paper's values

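Every setting named here was set before the data were examined, unless stated otherwise. Both sets of values use the same thresholds. Causes were not tested.

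In microglia 285 genes were called against the paper's 518, a gap that closes to within 1.5 times with DESeq2 (418), with every gene of at least 1 count (380), at an adjusted p below 0.1 alone (370) and without FPI library 3 (423). Of these 259 were higher against the paper's 407, and DESeq2 (364), at least 1 count (337), an adjusted p alone (321), the term for the number series (284) and the fit without FPI library 3 (372) come within 1.5 times. The number lower was 26 against the paper's 111, and none of the alternatives closed that gap. DESeq2 came to 54, an adjusted p alone to 49 and at least 1 count to 43.

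In astrocytes 1 gene was called against the paper's 55. DESeq2, which the paper used, called 39, and the fit of all 20 libraries 53. Higher genes numbered 1 against the paper's 50, with 39 in DESeq2 and 52 in the fit of all 20 libraries. Lower genes numbered 0 against the paper's 5, with 319 genes at an unadjusted p below 0.05 in either direction, and none of the alternatives closed the gap.

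The adjusted p of <i>Clec7a</i> in microglia was 6.00e-05 (edgeR) against the paper's 2.46e–10. DESeq2 (4.36e-14) and at least 1 count (8.45e-16) lie below the paper's value and the other alternatives run for this gene above it. For <i>Serpina3n</i> in astrocytes it was 0.161 (edgeR) against the paper's 3.31e–6. The gene, called in the paper, was called with DESeq2 (2.44e-05), at least 1 count (0.0568) and the replicate block (0.0131), and with the term for replicates 4 and 5 (0.00916), which was chosen after seeing the values. None of them came within 1.5 times of the paper's p.

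In both cell types 0 genes were called higher (60 at an unadjusted p below 0.05 in both) against the paper's 15. DESeq2 gave 12, which is within 1.5 times. At least 1 count gave 6, the replicate block 6, the fit of all 20 libraries 5 and the term added after seeing the values 3. <i>Gfap</i> was called in both without astrocyte sham library 5 and <i>C4b</i> without astrocyte FPI library 1. Of the interferon-stimulated genes of Fig. 7B, 0 were called in astrocytes (10 at an unadjusted p below 0.05) against the paper's 10. None of the alternatives closed this gap, and DESeq2 came to 5.

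The overlap of the DAM genes in microglia had an exact p of 1.29e-19 against the paper's 1.18e–12, and none of the alternatives closed the gap. In astrocytes 0 pan-reactive genes were called (6 at an unadjusted p below 0.05) against the paper's 5, with 3 in DESeq2, 3 with the replicate block, 2 with at least 1 count and 1 without sham library 5, none of which closed the gap. The exact p of this overlap was 1 against the paper's 1.86e–09. None of the alternatives reached it, the closest being the replicate block at 6.28e-08. Of A1 genes 0 were called (4 at an unadjusted p below 0.05) against the paper's 2, with 1 in the fit of all 20 libraries, which did not close the gap. Of A2 genes 0 were called (2 at an unadjusted p below 0.05) against the paper's 1, with 2 in DESeq2, and none of the alternatives gave 1.

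Of the genes shared with mild injury in astrocytes, 0 were called (2 at an unadjusted p below 0.05) against the paper's 2, and <i>Gfap</i> was called with DESeq2, at least 1 count, the replicate block and without sham library 5, and with the term added after seeing the values, which makes 1. <i>Igfbp5</i> was called under none of these.

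The depth was 8.51 M counts on genes per library against the paper's 31 M read pairs, with an error of 3.25 that it does not name as SD or SEM. The 2 are on different scales, and no alternative applies. In Fig. 2D, read by eye, the log2 fold change of <i>Gm7964</i> is about -4.2 and that of <i>Lias</i> about -0.9 in the paper, against -0.088 and -0.32 here. None of the alternatives closed either gap.

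The paper shows <i>Srp54a</i> among the genes higher in FPI microglia, and here its log2 fold change was -0.28. It lists <i>Ifi27</i> as higher in both cell types, and in microglia it was not called (0.53). It states that the overlap with the DAM downregulated genes was not significant, and here 1 gene, <i>P2ry13</i>, gave an exact p of 0.0170 (0.0634 by camera, adjusted), which was 1 in the fit of all 20 libraries.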

Other observations

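Tests of the number series, of astrocyte replicates 4 and 5, of GC content and length, of the lists' medians, of the differences between the cell types, and the regroupings of the MHC class I, DAM, pan-reactive, A1 and A2 lists and of the fry tests were chosen after the results were seen.

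As many genes as in the real grouping were called in 1 of 100 regroupings for microglia (the real one) and 5 of 100 for astrocytes, in 1 of 100 for the contrast of the cell types, and in 100 of 100 for the genes called in both, where the real number is 0. In microglia the overlaps of the interferon response, MHC class I, DAM upregulated and DAM downregulated lists were matched in 1 of 100 regroupings each, and the fry tests in 1, 1, 1 and 4. In astrocytes every overlap of 0 was matched in 100 of 100, and fry in 2 (interferon response), 3 (MHC class I), 2 (pan-reactive), 11 (A1) and 11 (A2). The largest astrocyte regroupings, with 1069, 990 and 383 genes called, part replicates 1 to 3 from replicates 4 and 5. With a term for these replicates, 6 genes were called for injury.

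Replicates 4 and 5 of the astrocytes had lower levels of all 28 astrocyte markers, and higher levels of 12 of 15 precursor, 14 of 14 oligodendrocyte, 12 of 12 endothelial and 9 of 12 neuron markers. A lower share of astrocyte RNA would raise the lists of the other cell types alike. The 6 lists did not move apart by more than in other choices of the replicates (a p of 0.75 in an exact permutation test over 100 arrangements), but the microglia list did not rise, with 6 of 15 genes higher. A lower share and a change in single cell types therefore cannot be told apart. In microglia the monocyte and macrophage list was lower in replicates 4 and 5 (a p of 3.46e-05 in limma's fry; difference of scores -2.70). A candidate explanation for this list is a different share of macrophage RNA in the 2 number series, which are split evenly over sham and FPI. Over all genes 74 were called between the series, 14 higher and 60 lower in replicates 4 and 5. <i>Fos</i> had the smallest p (log2 fold change -1.60, adjusted p = 1.71e-06, edgeR). <i>Dusp1</i>, <i>Atf3</i> and <i>Egr1</i> were lower too, while <i>Hspa1b</i> was higher. The source of these differences was not tested.

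<i>Vim</i> and <i>C4b</i> rose in FPI microglia by at least 7.24 times what the astrocyte share would bring within either series of animal numbers (share 1.29 ± 0.597% of RNA in FPI, 0.693 ± 0.169% in sham), which argues against average astrocyte RNA as the whole source. For <i>Gfap</i> this holds in replicates 1 to 3, with 4.56 times, while in replicates 4 and 5 the ratio was 0.967, so a rise in microglia and astrocyte RNA cannot be told apart there with 2 libraries per group. RNA from a reactive subset of astrocytes richer in these genes was not tested. The astrocyte list itself changed by 0.40 in score in microglia.

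The microglia marker list rose in FPI astrocytes in 14 of 15 genes, with a p of 0.00193 in limma's fry (0.0309 adjusted over 16 tests), and the microglial share went from 0.0428 ± 0.0286% to 0.381 ± 0.276%. Microglial RNA may thus account for the rises of <i>Mpeg1</i>, <i>Ctss</i>, <i>C1qa</i>, <i>C1qc</i> and <i>Myo1f</i>. It falls short for the shared interferon genes, whose rise in astrocytes was at least 33.4 times what it would bring.

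The interferon response in microglia was weighed against 2 other sources. Of the 10 monocyte and macrophage genes tested, 4 were higher and 6 lower after FPI (a p of 0.986 in limma's fry). Because the members went both ways, infiltrating cells and a response of microglia cannot be told apart by this list. After removal of a trend with GC content and length, 40 of the 41 called genes of the interferon list stayed above the minimum fold change, which argues against that trend as the whole cause.

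With every library thinned to the smallest, 285 genes were called in microglia, 264 of them among the 285 called at full depth, so depth does not explain the difference in calls between the cell types. Larger spread in astrocytes was tested on 223 genes picked on microglia replicates 1 to 3. The 14 libraries of microglia replicates 4 and 5 and of astrocytes were used. There the median difference of log2 fold changes, microglia minus astrocytes in the direction picked, was 0.31 (a p of 0.00587 in limma's fry). For these genes that argues against spread alone. They were picked on microglia, so an equal response of astrocytes in other genes stays open, and with it the cause of the smaller count. For the interferon response list the median log2 fold change in astrocytes was 0.896 times that in microglia. Its score, over the genes tested in each cell type, rose by 0.91 in microglia and 0.59 in astrocytes. The difference between the cell types had a p of 0.342 in limma's fry (0.513 adjusted over 3 lists). Larger spread may explain why the list was called in microglia alone, and a smaller effect in astrocytes stays open beside it. For the DAM list the median in astrocytes was 0.086 against 0.68 in microglia over the 24 genes tested in both. In astrocytes 18 of the 24 genes were higher and the score rose by 0.45 (exact permutation test, p = 0.0159). The difference between the cell types had a p of 0.0558 in limma's fry (0.167 adjusted over 3 lists), so larger spread and a smaller effect in astrocytes cannot be told apart for this list.

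Between sham and FPI, the other marker lists gave these changes of score in microglia and astrocytes: precursors 0.29 and 0.89, oligodendrocytes 0.73 and 0.34, neurons 0.06 and -0.07, endothelium 0.12 and 0.47, monocytes and macrophages -0.12 and 0.73, proliferation 1.08 and 0.86, astrocyte markers in astrocytes -0.19 and microglia markers in microglia -0.04. None of these passed 0.05 after adjustment over 16 tests in limma's fry, the smallest adjusted value being 0.0655. Microglia tested 28 of the 28 microglia markers, and astrocytes 15. Of the 28 astrocyte markers, 26 were tested in microglia, and of the 16 monocyte and macrophage genes 10, with 1 gene of this list held by another.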
